# The IDA-LIKE peptides IDL6 and IDL7 are negative modulators of stress responses in *Arabidopsis thaliana*

**DOI:** 10.1093/jxb/erx168

**Published:** 2017-06-06

**Authors:** Ane Kjersti Vie, Javad Najafi, Per Winge, Ester Cattan, Michael Wrzaczek, Jaakko Kangasjärvi, Gad Miller, Tore Brembu, Atle M Bones

**Keywords:** Abiotic stress, Arabidopsis, IDA-LIKE, peptide ligand, ROS, transcriptome, ZAT12

## Abstract

Small signalling peptides have emerged as important cell to cell messengers in plant development and stress responses. However, only a few of the predicted peptides have been functionally characterized. Here, we present functional characterization of two members of the IDA-LIKE (IDL) peptide family in *Arabidopsis thaliana*, IDL6 and IDL7. Localization studies suggest that the peptides require a signal peptide and C-terminal processing to be correctly transported out of the cell. Both *IDL6* and *IDL7* appear to be unstable transcripts under post-transcriptional regulation. Treatment of plants with synthetic IDL6 and IDL7 peptides resulted in down-regulation of a broad range of stress-responsive genes, including early stress-responsive transcripts, dominated by a large group of *ZINC FINGER PROTEIN* (*ZFP*) genes, *WRKY* genes, and genes encoding calcium-dependent proteins. *IDL7* expression was rapidly induced by hydrogen peroxide, and *idl7* and *idl6 idl7* double mutants displayed reduced cell death upon exposure to extracellular reactive oxygen species (ROS). Co-treatment of the bacterial elicitor flg22 with IDL7 peptide attenuated the rapid ROS burst induced by treatment with flg22 alone. Taken together, our results suggest that IDL7, and possibly IDL6, act as negative modulators of stress-induced ROS signalling in Arabidopsis.

## Introduction

Plants cannot escape their environment, and are thus exposed to herbivore grazing, pathogen attacks, and other environmental perturbations such as drought, temperature changes, and high salinity. Plants have evolved sophisticated mechanisms in order to meet these challenges. At the cellular level, environmental cues are perceived either directly or indirectly and transduced through a complex signalling network, resulting in an appropriate response by changing the chemical environment of the cells. This transduction typically involves alternations of secondary messengers and signalling molecules such as calcium and phytohormones, but also reactive oxygen species (ROS).

Most types of environmental stresses such as wounding, drought, salinity, heat, cold, and pathogen attack lead to early and rapid accumulation of ROS (Miller *et al.*, 2008; Torres, 2010; Sierla *et al.*, 2013; Gilroy *et al.*, 2014), known as the oxidative burst. Depending on the type of stress and the host involved, the oxidative burst relies on different types of enzymes, including cell wall peroxidases (Bindschedler *et al.*, 2006) and plasma membrane NADPH oxidases (Torres *et al.*, 2002; Miller *et al.*, 2009; Torres, 2010). NADPH oxidases, often referred to as respiratory burst oxidase homologues (Rbohs), are transmembrane proteins responsible for the production of extracellular superoxide (O_2_·^−^) upon pathogen attack (Torres *et al.*, 2002) or abiotic stresses (Kwak *et al.*, 2003; Miller *et al.*, 2009). Both abiotic and biotic stresses trigger a systemic autopropagating wave of ROS, mediated by the NADPH oxidase RBOHD, that travels rapidly in the apoplast from the affected tissue to the entire plant and activates a systemic response to the stress (Miller *et al.*, 2009; Dubiella *et al.*, 2013; Gilroy *et al.*, 2014).

External stress triggers and activates intercellular signalling, essential for cell to cell communication. Since the discovery of systemin in tomato (Pearce *et al.*, 1991), small post-translationally modified peptides have been recognized as important mediators of cell to cell communication (Butenko *et al.*, 2009; Matsubayashi, 2014). They are characterized as small proteins with an N-terminal signal peptide directing the protein to the secretory pathway, a variable region, and a conserved C-terminal part containing the active peptide that after translation undergoes a series of modifications (Matsubayashi, 2014). The translated propeptide is proteolytically processed into the shorter active peptide, which may be further modified (Murphy *et al.*, 2012) before the mature peptide can bind its receptor(s). One well-studied peptide is CLAVATA3 (CLV3) (Clark *et al.*, 1995; Fletcher *et al.*, 1999). Mature CLV3 is modified with two hydroxyprolines; one of these is further modified with three arabinose molecules, enhancing the binding affinity of the peptide for its receptor (Ohyama *et al.*, 2009).

Although several peptides have been linked to growth and development, there are a few studies in Arabidopsis linking signalling peptides to plant stress responses. In Arabidopsis, the first defence-related peptide identified was the plant elicitor peptide (Pep) AtPep1, derived from the precursor peptide PROPEP1 (Huffaker *et al.*, 2006). AtPep1 binds the two leucine repeat-rich receptor-like kinases (LRR-RLKs) PEPR1 and PEPR2 (Yamaguchi *et al.*, 2006, 2010), and acts as a damage-associated molecular pattern (DAMP) promoting the expression of pathogen defence genes such as PLANT DEFENSIN 1.2 (PDF1.2) and PATHOGEN-RELATED 1 (PR1), thus amplifying the defence response upon pathogen attack (Yamaguchi *et al.*, 2006, 2010). The growth-promoting phytosulfokine (PSK) peptide has also been linked to plant defence. It has been shown that PSK through its receptor PSK RECEPTOR 1 (PSKR1) attenuates pattern-trigged immunity in Arabidopsis, suggesting that PSK/PSKR1 is part of a mechanism that controls the allocation of resources between growth and immunity (Igarashi *et al.*, 2012). Knockout plants of the C-TERMINALLY ENCODED PEPTIDE family member CEP3 show increased root and shoot growth compared with the wild type under several abiotic stress conditions, suggesting a role for CEP3 as a negative regulator of growth in response to changing environmental conditions (Delay *et al.*, 2013). Overexpression of oxidative stress-induced peptide OSIP108 resulted in increased tolerance to the ROS inducer paraquat (De Coninck *et al.*, 2013), and proteolytic processing of apoplastic GRIM REAPER by METACASPASE-9 produced an 11 amino acid ligand for its receptor PRK5 that is active in RbohD-dependent cell death (Wrzaczek *et al.*, 2015). The PAMP-induced secreted peptide 1 (PIP1) and 2 (PIP2) have been shown to be induced by a variety of pathogens and elicitors, and PIP1 was found to amplify the immune response in a PEP1-like fashion through the LRR-RLK RLK7 (Hou *et al.*, 2014). Finally, the cysteine-rich peptide AtCAPE1 confers salt sensitivity, in line with a negative regulatory role in salt stress tolerance (Chien *et al.*, 2015).

We have recently performed a genome-wide screen for genes encoding small signalling peptides with similarity to INFLORESCENCE DEFICIENT IN ABSCISSION (IDA) in *Arabidopsis thaliana* (Vie *et al.*, 2015). *IDA* belongs to a family of nine genes, where *IDA-LIKE 1* (*IDL1*) to *IDL5* have been postulated to play roles during plant development (Butenko *et al.*, 2003; Stenvik *et al.*, 2008). Two newly discovered members of this subfamily, *IDL6* and *IDL7*, are closely related, and expression analysis revealed that these two genes are induced by various stress treatments (Vie *et al.*, 2015). In this study, we aimed to characterize the putative ligands IDL6 and IDL7 and their roles in modulating stress responses.

## Materials and methods

### Plant material

Seeds of the *Arabidopsis thaliana* ecotype Col-0 (N1092), *idl6-1* (SALK_074245), *idl6-2* (SALK_126026) (Alonso *et al.*, 2003), and *idl7* (WDL293-296; Woody *et al.*, 2007) mutants were obtained from the European Arabidopsis Stock Centre (NASC, Nottingham, UK), and T-DNA insertions were confirmed by PCR using gene- and T-DNA-specific primers (see Supplementary Table S1 at *JXB* online). Verified homozygous lines were back-crossed to Col-0 wild type to ensure single knockout lines. Double knockout lines were obtained by crossing *idl7* (pollen) to *idl6-1* (mother plant) and *idl6-2* (pollen) to *idl7* (mother plant). Double homozygous lines were verified by PCR using gene- and T-DNA-specific primers (Supplementary Table S1).

*IDL6* and *IDL7* promoter:β-glucuronidase (GUS) fusions were generated using Gateway technology (Invitrogen). The intergenic regions upstream of *IDL6* (869 bp) and *IDL7* (1306 bp) were amplified from genomic DNA fromthe Col-0 ecotype using the primers pIDL6attB1 and pIDL6attB2 for the *IDL6* promoter region, and pIDL7attB1 and pIDL7attB2 for the *IDL7* promoter region (Supplementary Table S1). The fragments were cloned upstream of the *GUS* gene in the destination vector pMDC163 (Curtis and Grossniklaus, 2003) via the pDONR/ZEO vector (Invitrogen). Complementation lines were generated by amplifying the region surrounding *IDL6* (860 bp upstream and 142 bp downstream coding sequence) and *IDL7* (1306 bp upstream and 336 bp downstream coding sequence) from genomic DNA from the Col-0 ecotype using the primers pIDL6attB1 and IDL6comp attB2 for *IDL6* and pIDL7atttB1 and IDL7comp attB2 for *IDL7* (Supplementary Table S1). The fragments were cloned into the destination vector pMDC99 (Curtis and Grossniklaus, 2003). The constructs were introduced into *Agrobacterium tumefaciens* strain C58C1 pGV2260 and transformed into Arabidopsis Col-0 ecotype using the ‘floral dip’ method (Clough and Bent, 1998). Positive transformants were selected on half-strength solid Murashige and Skoog (MS) medium containing the T-DNA-specific selection marker hygromycin (20 µg ml^–1^).

### Subcellular localization

Full-length (*IDL7*_*FL*_) or mutated [*IDL7*_*∆SP*_, IDL7 lacking the predicted signal peptide (SP); *IDL7*_*∆SP∆C*_, IDL7 lacking both the SP and the four last C-terminal amino acids; *IDL7*_*∆C*_, full-length IDL7 lacking the four last C-terminal amino acids] coding sequences of *IDL7* were amplified from Col-0 ecotype genomic DNA using the primers SPIDL7attB1, IDL7DSPattB1, IDL7USattB2, and ILD7EPIPattB2 (Supplementary Table S1), and cloned into the destination vector pEG103 (Earley *et al.*, 2006) by Gateway technology (Invitrogen). The vectors were introduced into *A. tumefaciens* strain C58C1 pGV2260, and transformed cultures [optical density at 600 nm (OD_600_)=0.05, 10 mM MES, 10 mM MgCl_2_, and 100 µM acetosyringone] were used for infiltration of leaves of 3- to 4-week-old *Nicotiana benthamiana* plants grown on soil under a 16 h photoperiod (70 µmol m^−2^ s^−1^) at 22 °C as described (Sparkes *et al.*, 2006). Infiltrated leaves were investigated 2–4 d post-infection using a Leica TCS SP5 confocal laser scanning microscope (Leica Microsystems, Wetzlar, Germany) with a ×50 water immersion objective. Green fluorescent protein (GFP) was excited using an argon laser at 488 nm, and emission was detected at 495–550 nm.

### Histochemical GUS assays

Histochemical GUS assay was performed as described by Butenko *et al.* (2003).

### RNA decay analysis

RNA decay assays were carried out as described (Zhang *et al.*, 2010). Four-day-old seedlings were pre-treated in incubation buffer (1 mM PIPES, pH 6.25, 1 mM sodium citrate, 1 mM KCI, 15 mM sucrose), and then supplied with cordycepin (Sigma-Aldrich, St Louis, MO, USA) to a final concentration of 1 mM. Samples were collected before (0 min) and 30 min and 60 min after cordycepin addition. Tissues for each time point were flash-frozen in liquid nitrogen and stored at –80 °C.

### Peptide treatments

Synthetic peptides (Biomatik, Canada) used in this study are listed in Table 1. Seeds of the Col-0 ecotype were surface-sterilized and sown out on half-strength MS plates at a density of 20 seeds per Petri dish (14 cm diameter), and stratified for 3 d at 4 °C. Plates were grown under a 16 h photoperiod (70 µmol m^−2^ s^−1^) at 22 °C for 2 weeks. Seedlings were sprayed with an aqueous peptide solution (100 nM) supplemented with 0.02% Silwet L-77 (Lehle Seeds, Round Rock, TX, USA) and vacuum infiltrated at 20 inches Hg for 1 min. Whole rosettes were collected 1, 2, and 3 h after treatment, snap-frozen in liquid nitrogen, and stored at –80 °C.

**Table 1.** Synthetic peptides used in this study

Name	Position	Sequence
IDL6-EPIP	75–98	FGSLVLNALP^10^KGSVPASGPS^20^KRIN
IDL7-EPIP	70–93	FGSLVLNALP^10^KGSRPGSGPS^20^KKTN
IDL7-PIP	82–93	SRPGSGPSKK^10^TN
IDL7-PIPo	82–93	SRPGSGhypSKK^10^TN^*a*^
MOCKIDL7	75–98	LSPGKNLSAP^10^GRVGSNPFTK^20^LRGS

^*a*^hyp, hydroxyproline

### Expression analyses

RNA isolation, cDNA synthesis, real-time quantitative reverse transcription–PCR (qRT–PCR), microarray experiments, statistical analysis, and Gene Ontology (GO) analysis were performed as described in Vie *et al.* (2015). In brief, RNA was extracted from 100 mg of frozen plant tissue each from four biological replicas using the Spectrum Plant Total RNA kit (Sigma-Aldrich). cDNA synthesis was performed on 1 µg of total RNA using the QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany), following the supplier’s instructions. qRT–PCR was performed on a LightCycler 480 using the LightCycler 480 SYBR Green I Master kit (Roche Applied Science, Mannheim, Germany), with PCR parameters as recommended by the supplier. PCR efficiencies and C_t_ values were calculated by linear regression using the LinRegPCR software (Ramakers *et al.*, 2003; Ruijter *et al.*, 2009), and mean PCR efficiency was calculated for each pair of primers. C_t_ values and PCR efficiencies were then imported into the REST 2008 software (Pfaffl *et al.*, 2002) to calculate the statistical significance of differences in expression levels upon various treatments. Primers used are listed in Supplementary Table S1. Genome-wide expression analysis was performed using the Arabidopsis (V4) Gene Expression Microarray 4 × 44K (Agilent Technology, USA) as described in the supplier’s manual. The data were analysed using the limma package (Smyth, 2004) and the R statistical data analysis program package (R 2.10.1). The Benjamini and Hochberg method to control the false discovery rate was used to identify differentially regulated genes (Benjamini and Hochberg, 1995). Genes with an adjusted *P*-value <0.05 were regarded as significantly differentially expressed. The microarray study is MIAME compliant. Raw data have been deposited in GEO (accession GSE77467).

### Luciferase assay

Three-week-old transgenic plants containing the *ZAT12::luc* reporter system (Miller *et al.*, 2009) were grown under a 16 h photoperiod regime and sprayed with 1 mM luciferin the evening prior to the experiment. The next day, plants were uniformly sprayed with luciferin supplemented with each of the three peptides (100 nM). At 65 min after treatment, the plants were injured by pricking one leaf. In total three plants per peptide were treated in each live imaging experiment. Luminescence imaging and measuring was conducted using the NightOWL *in vivo* imaging system (Berthold Technologies, Germany).

### flg22 and H_2_O_2_ treatment

Seeds of the Col-0 ecotype were surface-sterilized and sown out on half-strength MS plates at a density of 20 seeds per Petri dish (14 cm diameter), and stratified for 3 d at 4 °C. Plates were then grown under a 16 h photoperiod (70 µmol m^−2^ s^−1^) at 22 °C for 2 weeks. Seedlings were sprayed with either flg22 (100 nM) or H_2_O_2_ (20 mM) in deionized (DI) water containing 0.02% Silwet L-77 and vacuum infiltrated at 20 inches Hg for 1 min. As control, plants were treated with DI water supplemented with 0.02% Silwet-L77 and vacuum infiltrated at 20 inches Hg for 1 min. Whole rosettes were harvested from four biological replicas at 5, 10, 15, 30, and 60 min after treatment, snap-frozen in liquid nitrogen, and stored at −80 °C.

### Seedling pathogen assay

The protocol was modified from Lee *et al.* (2011): surface-sterilized seeds were sown in 24-well plates containing 2 ml of liquid half-strength MS, with a density of three seedlings per well, and stratified for 3 d at 4 °C. Plants were grown in a growth chamber (VB1514, Vötsch Industrietechnik, Balingen, Germany) under a 16 h photoperiod (70 µmol m^−2^ s^−1^) at 22 °C. *Pseudomonas syringae* pv. *tomato* DC3000 and *P. syringae* pv. *tomato AvrRPM1* cultures were grown overnight in liquid King’s B medium supplemented with the appropriate antibiotics (50 µg ml^−1^ rifampicin for the DC3000 strain, 50 µg ml^−1^ rifampicin, and 50 µg ml^−1^ tetracycline for the AvrRPM1 strain) in a shaker at 28 °C. The cultures were washed twice with 10 mM MgCl_2_ and diluted to OD_600_=0.002 (~2.5 × 10^6^ CFU ml^−1^). Seven-day-old seedlings were transferred to new 24-well plates containing fresh half-strength MS without sucrose, and 100 µl of diluted bacterial culture was added. For measurements of bacterial growth, co-cultivated seedlings were washed with 70% ethanol for 10 s and rinsed in water. Three seedlings were put into eppendorf tubes containing 100 µl of 10 mM MgCl_2_ and ground with a pestle. A 10 µl aliquot of serial dilutions was plated out on LA medium containing the appropriate antibiotics and incubated for 2 d at 28 °C. All pathogen assays were repeated at least three times with similar results.

### Stress assays

Seeds of wild-type Col-0 and loss-of-function mutants of *IDL6* and *IDL7* were surface-sterilized, placed in rows on square half-strength MS plates (control) and half-strength MS with added NaCl (100 mM), mannitol (300 mM), or flg22 (100 nM), and stratified for 3 d at 4 °C. Plates were then placed vertically in a growth chamber (VB1514, Vötsch Industrietechnik) under a 16 h photopheriod (70 µmol m^−2^ s^−1^) at 22 °C. Root lengths were scored 1 week after seed plating for NaCl and mannitol treatments, and at 10 d for flg22 treatments. The X/XO assay was performed as described (Overmyer *et al.*, 2000). All stress assays were repeated at least three times with similar results.

### ROS assay

ROS measurements on Arabidopsis leaf disks were performed as described by Bisceglia *et al.* (2015). Briefly, rosette leaves from 4-week-old plants grown at 22 °C, with a 12 h light/12 h dark photoperiod were detached and rinsed in DI water. Leaf disks were made using a puncher, incubated for 2 h in DI water, and transferred to a 96-well plate containing DI water. The plate with leaf disks was incubated in darkness overnight. DI water was then replaced with luminol solution (30 μg luminol ml^–1^, 20 μg of horseradish peroxidase ml^–1^). Water or 100 nM peptide was added and ROS production was detected as luminescence was measured in a plate reader (Synergy H1; BioTek, Winooski, VT, USA) for 40 min.

## Results

### IDL7 is processed C-terminally prior to export from the cell

One of the hallmarks of the IDA family proteins is the presence of an N-terminal SP for the secretory pathway. IDA has previously been shown to be localized to the apoplast (Butenko *et al.*, 2003). To investigate whether IDL7 is secreted out of the cell, we created constructs containing translational fusions between *GFP* and full-length *IDL7* cDNA (IDL7_FL_, corresponding to amino acids 1–97) or IDL7 without the predicted N-terminal SP (*IDL7*_∆*SP*_, corresponding to amino acids 22–97), as shown in Supplementary Fig. S1. The protein fusions were transiently expressed in *N. benthamiana* leaves, and the subcellular localization was examined by confocal microscopy. All constructs produced a strong fluorescence signal; the GFP control was located in the cytosol and nucleus (Fig. 1A). IDL7_∆SP_::GFP was, as expected, located in the cytosol, and could also be found in the nucleus (Fig. 1C), resembling the GFP control. This localization was confirmed by plasmolysis with 1 M NaCl (GFP control, Fig. 1B; and IDL7_∆SP_::GFP, Fig. 1D). IDL7_FL_::GFP localization appeared to be intracellular (Fig. 1E), with the formation of fluorescent aggregates, in addition to a weak extracellular localization. Plasmolysis verified the intracellular localization (Fig. 1F).

**Fig. 1.**
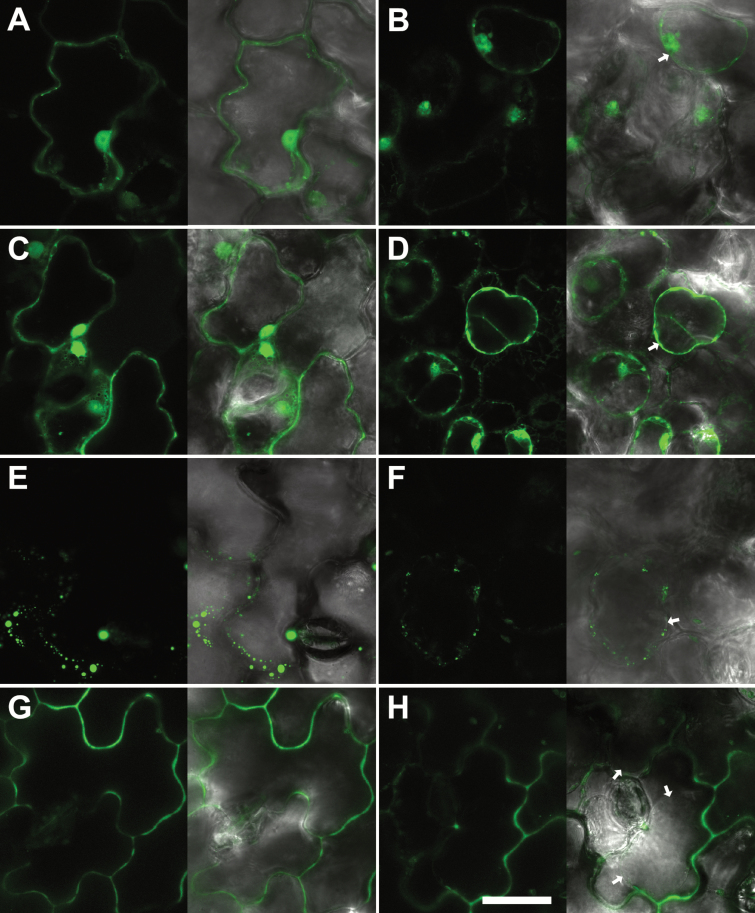
IDL7 is localized to the apoplast. C-terminal GFP tags were cloned in-frame with IDL7, expressed in *N. benthamiana* epidermal cells under control of the 35S promoter, and analyzed using confocal laser scanning microscopy. The GFP control was localized in the cytosol and the nucleus (A), confirmed by plasmolysis (1 M NaCl, 30 min) (B). (C) IDL7_∆SP_–GFP was localized in the cytosol, confirmed by plasmolysis (1 M NaCl, 30 min) (D). (E) IDL7_FL_–GFP was found clogged in vesicular compartments, confirmed by plasmolysis (1 M NaCl, 30 min) (F). (G) IDL7_∆C_–GFP was localized in the apoplastic space, confirmed by plasmolysis (1 M NaCl, 30 min) (H). Arrows indicate plasmolysed plasma membrane. Scale bar=20 ìm.

It has been suggested that small signalling peptides might be processed C-terminally as well as N-terminally (Matsubayashi, 2014). The fluorescent aggregates seen in *IDL7*_*FL*_*::GFP*-transformed cells might thus result from proteolytic cleavage of the IDL7 C-terminal end fused with GFP. We therefore generated a new IDL7–GFP fusion without the four C-terminal amino acids of IDL7, corresponding to the C-terminal end of the IDA EPIP (extended PIP) peptide (Stenvik *et al.*, 2008; Supplementary Fig. S1). In cells expressing IDL7_∆C_::GFP, however, the fluorescent signal was detected at the surface of the cell (Fig. 1G). In plasmolysed cells expressing IDL7_∆C_::GFP, fluorescence was observed in the extracellular space, between the detached plasma membrane and the cell wall (Fig. 1H). Altogether, these results show that IDL7 is indeed exported from the cell, and that IDL7 is processed C-terminally as well as N-terminally during maturation.

### Rapid turnover of *IDL6* and *IDL7* mRNA

*IDL6*_*pro*_ *:GUS* and *IDL7*_*pro*_*:GUS* lines were generated to investigate the expression pattern of these genes. However, the expression patterns indicated by GUS staining did not match the expression pattern found by qRT–PCR (Vie *et al.*, 2015); instead, *GUS* appeared to be constitutively expressed at high levels in most tissues (Supplementary Fig. S2). This, together with the elevated expression level of *IDL6* and *IDL7* observed upon cycloheximide (CHX) treatment (Vie *et al.*, 2015), led us to perform a comparison of the expression levels of *IDL6/IDL7* and *GUS* in four independent lines each of *IDL6*_*pro*_*:GUS* and *IDL7*_*pro*_*:GUS*. *GUS* expression in *IDL6*_*pro*_*:GUS* and *IDL7*_*pro*_*:GUS* lines was 1000-fold and 200-fold higher than the *IDL6* and *IDL7* expression levels, respectively (Fig. 2A). In comparison, the *GUS* expression after CHX treatment in *IDL6*_*pro*_*:GUS* lines was only up-regulated 13-fold compared with *IDL6*, and 5-fold up-regulated in the *IDL7*_*pro*_*:GUS* lines compared with *IDL7* (Fig. 2A; Supplementary Fig. S2). One consequence of the inhibitory effect of CHX on translation is that mRNA molecules become trapped on polysomes, thereby preventing mRNA degradation (Cochran *et al.*, 1983; Edwards and Mahadevan, 1992). Therefore, we measured mRNA decay on *IDL6* and *IDL7* at early growth stages using the transcription inhibitor cordycepin (Johnson *et al.*, 2000). mRNA from both *IDL6* and *IDL7* showed a rapid decay shortly after cordycepin treatment (Fig. 2B), confirming the GUS assay results. Taken together, the results suggest that IDL6 and IDL7 are under strong regulation, at both transcriptional and post-transcriptional level.

**Fig. 2.**
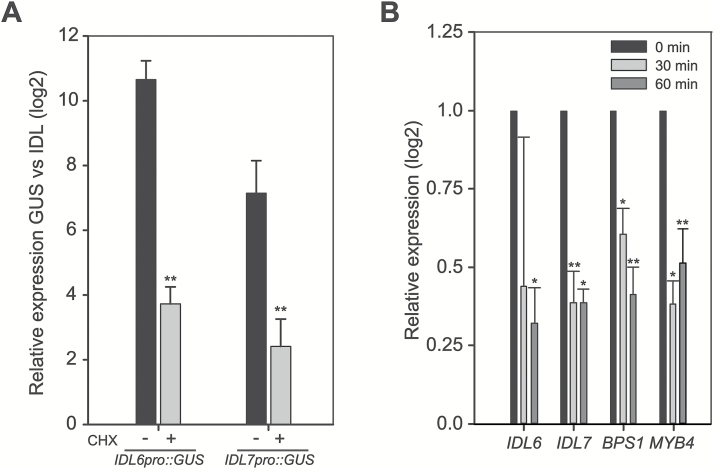
Rapid turnover of *IDL6* and *IDL7* mRNA. (A) Ten-day-old reporter lines (*n*=3) expressing *GUS* under control of the *IDL6* and *IDL7* promoters were analysed for *GUS* and *IDL6/IDL7* expression through qRT–PCR with (two independent lines) or without (four independent lines) CHX treatment (10 µg ml^–1^, 3 h). The mean and SD of the expression ratio (log_2_) between *GUS* and *IDL6*/*IDL7* for each construct is shown. (B) mRNA decay analysis showing the relative gene expression level of *IDL6* and *IDL7* at 30 min and 60 min after adding of cordycepin (1 mM) to the media. *BPS1* and *MYB4* were included as controls (*n*=4). Statistical differences (REST analysis: *P-value <0.05; **P-value <0.01) between the time point samples and control are indicated. Error bars indicate SDs.

### IDL7 peptide down-regulates many stress-responsive genes

The bioactive part of the IDA peptide has been identified to be within the C-terminal part, between amino acids 50 and 69. This 20 amino acid peptide, named IDA EPIP, is sufficient to rescue the floral abscission-deficient phenotype of the *ida* mutant *in vitro* (Stenvik *et al.*, 2008). The corresponding EPIP motifs from IDL6 and IDL7, while somewhat longer (24 amino acids), are similar to IDA in 12 positions (Fig. 3A). Peptides corresponding to the EPIP motifs of IDL6 and IDL7 were synthesized and tested for bioactivity in a pilot experiment by spraying wild-type plants with a 10 µM peptide solution. No phenotypes were observed on the plants after treatment; however, a microarray analysis of plants 3 h after treatment suggested that both peptides induced significant transcriptome changes (results not shown). Among the most down-regulated genes were the stress-related transcription factor genes *WRKY33*, *WRKY40*, *ZAT10*, and *ZAT12.* These genes were selected for a closer analysis of the timing of the response to IDL7 peptide. The peptide concentration was reduced to 100 nM, which is comparable with other studies (Yamaguchi *et al.*, 2006; Delay *et al.*, 2013; Chien *et al.*, 2015; Wrzaczek *et al.*, 2015). qRT–PCR showed that the strongest transcriptional response was observed 2 h after application of peptides (Fig. 3B). This time point was chosen for global transcription profiling.

**Fig. 3.**
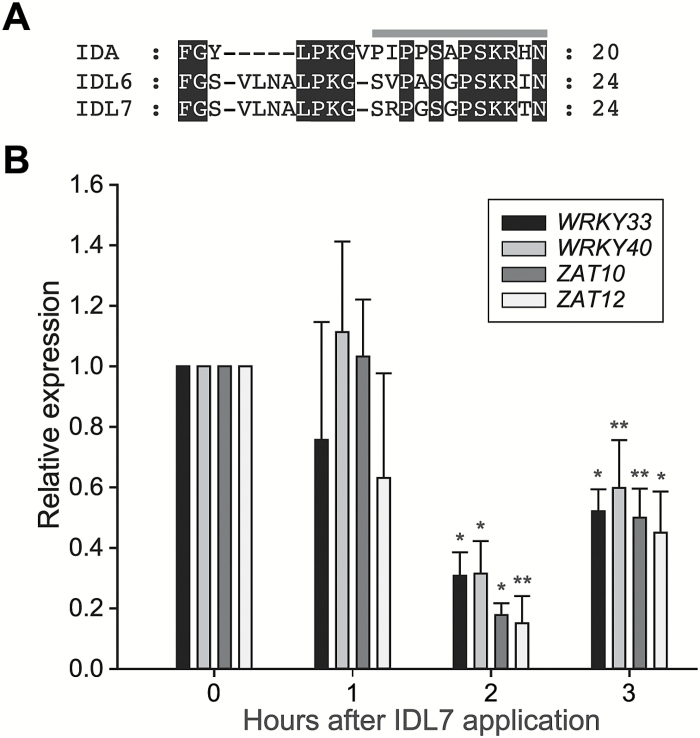
IDL7 negatively affects the expression of stress-related genes. (A) Alignment of the EPIP peptides from IDA, IDL6, and IDL7. The grey bar above the alignment indicates the PIP peptide. (B) Effect of the IDL7-EPIP peptide on gene expression of the transcription factor genes *WRKY33*, *WRKY40*, *ZAT10*, and *ZAT12* over time. Statistical differences (REST analysis: *P-value <0.05; **P-value <0.01) between samples treated with MOCK_IDL7_ and IDL7 peptide (100 nM) are indicated (*n*=3). Error bars indicate SDs.

Global transcriptome profiles were obtained from Arabidopsis seedlings following 2 h treatments with 100 nM IDL6-EPIP or IDL7-EPIP. 

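Whole rosettes of 2-week-old seedlings were collected 2 h after treatment with 100 nM IDL6-EPIP, IDL7-EPIP or mock peptide, and RNA from peptide-treated and mock-treated seedlings was hybridised together to Agilent Arabidopsis (V4) arrays that carry 43603 probes. Each peptide was measured on 4 arrays, 1 for each biological replicate. The peptide-treated RNA was labelled with Cy5 in replicates 1 and 3 and with Cy3 in replicates 2 and 4, and the mock-treated RNA with the other dye. The 4 IDL6 arrays lay on slide 1 and the 4 IDL7 arrays on slide 2. The authors deposited, for each spot and dye, the mean pixel intensity of the spot and the median pixel intensity of its local background, without normalization. The median intensity of an array after subtraction of its background lay between 268 and 412 in the peptide channel and between 274 and 412 in the mock channel, against a median background of 47.5 to 51 in Cy3 and 51 to 54 in Cy5. Between 68.9% and 71.8% of the probes of an array were well above background in at least 1 dye. From these intensities, the background was corrected by the normexp method with an offset of 50, and the log2 ratios of each array were normalized by loess. The probe with the highest mean intensity stood for each of 34176 genes, 29030 of which the array names by an AGI locus. The log2 ratio of peptide over mock was tested with limma on the 4 arrays of a peptide, with a term for the dye, and p-values were adjusted by the Benjamini and Hochberg method. The number of arrays limits the precision of each ratio, and the median standard error across genes was 0.07 on the log2 scale for either peptide. Dye and replicate pair coincide, so the dye term also takes up any real difference between replicates 1 and 3 and replicates 2 and 4. The standard errors and p-values of this model reflect the spread within these pairs only. They are too small where the pairs differ for a reason other than the dye.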

Treatment with the IDL7 EPIP peptide resulted in significant changes in the transcriptome compared with mock peptide-treated plants; in total, 939 genes were found to be significantly regulated (log_2_>0.5 and log_2_< –0.5; *P*<0.05; Supplementary Dataset S1). 

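After IDL7-EPIP treatment, 873 of the 34175 genes tested had an adjusted p under 0.05 from limma together with a log2 ratio over 0.5 or under -0.5. The log2 ratio of 855 of these genes had the same sign on all 4 arrays. Without the limit on the log2 ratio, 1422 genes had an adjusted p under 0.05, and 6738 genes had an unadjusted p under 0.05. Of the 939 genes in the paper's Dataset S1, 936 had a probe with their locus name, 934 of these changed in the direction the paper lists, and 784 were among the 873 genes. The count moved furthest when the processed signals of the Feature Extraction software replaced the intensities corrected by normexp: no gene was then called by limma (0 genes, smallest adjusted p 0.105), and 6194 genes had an unadjusted p under 0.05. A fit without 1 replicate takes the spread from only 1 pair of arrays with the same dye orientation. A low number of calls there need not mean that the ratios changed. With this limit, the count also depended on single replicates. Without replicate 1 it was 1662 and without replicate 3 it was 1347, whereas no gene was called without replicate 2 (0 genes, 3866 at an unadjusted p under 0.05) or without replicate 4 (0 genes, 4827 at an unadjusted p under 0.05).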

Table 2 presents the most highly regulated genes. 

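Of the 54 genes in Table 2, all 54 had a log2 ratio of the sign given in Dataset S1 on these arrays, and 46 were called by limma, 13 of them up-regulated and 33 down-regulated. The 13 up-regulated genes had log2 ratios between 1.00 and 1.51 with a median of 1.13, and the 41 down-regulated genes lay between -2.46 and -1.25 with a median of -1.75. The lowest log2 ratio among all genes called was that of CML38 (AT1G76650), at -2.46 ± 0.38 (SD, n = 4 arrays; standard error 0.10, adjusted p = 0.00828). Its probe lies on chromosome 1 from 28771850 to 28771909 in the array's own annotation. ZAT10 (AT1G27730, listed on the array as STZ) had a log2 ratio of -2.24 ± 0.43 (SD, n = 4; adjusted p = 0.0102). The highest log2 ratio was 1.66 ± 0.66 (SD, n = 4; adjusted p = 0.0162), for a probe that the array lists under the transcript name TA29937_3702 and places on chromosome 3 from 17449470 to 17449530, with no locus name. AT4G06536 followed with 1.50 ± 0.42 (SD, n = 4; adjusted p = 0.0102), and a second probe of this gene gave 1.08. A list of 18 genes was taken from those that the paper names and the tables pair with a locus. It holds genes that the text names for the arrays, and SAUR26, SAUR29 and ERF105, which are named in Table 2. ZAT7, which the Discussion names for its overexpression, is not in it. After IDL7-EPIP, all 18 genes of the list were called, and all 18 also had an adjusted p under 0.05 when adjusted over the list alone. After IDL6-EPIP, 6 of them were called, and 16 had an adjusted p under 0.05 when adjusted over the list alone. The study chose these genes on the same samples, so the counts over the list are not independent evidence.

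**Figure D1:**
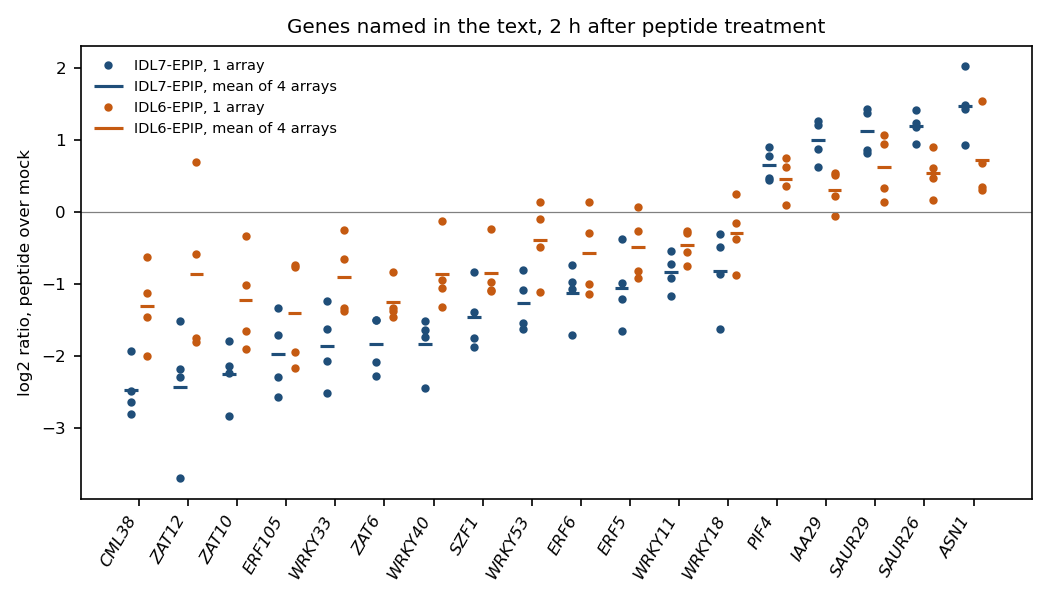
Log2 ratio of peptide over mock (vertical axis) of the list of 18 genes named by the paper in its text for the arrays or, for SAUR26, SAUR29 and ERF105, in Table 2, ordered by their IDL7-EPIP value. Each point is 1 array (4 per peptide) and each bar the mean of 4 arrays. IDL7-EPIP points lie on one side of 0 for every gene, from CML38 at a mean of -2.46 to ASN1 at 1.48, whereas 1 or more of the IDL6-EPIP points of ZAT12, WRKY53, WRKY18, ERF5, ERF6 and IAA29 lie on the other side of 0.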

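Among the 873 genes called for IDL7-EPIP, 635 had a negative and 238 a positive log2 ratio, so that 72.7% were down-regulated. The alternatives of processing and model that called any gene gave shares from 70% to 76.1%. The share depended most on replicate 3, without which it was 63.5%, and it was 76.2% without replicate 1. At larger changes the split was wider, with 156 genes lowered by more than 1 on the log2 scale and 14 raised by more than 1.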

Interestingly, a majority of the genes (73%) were down-regulated. Treatment with the IDL6-EPIP peptide resulted in a much weaker response, with only 42 significantly regulated genes (log_2_>0.5 and log_2_< –0.5; *P*<0.05; Supplementary Dataset S2). 

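After IDL6-EPIP treatment, 173 of 34176 genes were called by limma at the same limits, 75 with a negative and 98 with a positive log2 ratio, and 167 of them had the same sign on all 4 arrays. At an unadjusted p under 0.05 there were 4710 genes. This count varied widely with the processing. Median centring of the arrays in place of loess gave 756 genes, 429 of them lowered and 327 raised, whereas testing every probe gave 21 and leaving out the dye term gave 0 (2607 at an unadjusted p under 0.05). Without replicate 3 there were 783 genes and without replicate 1 there were 353, and none (0) was called without replicate 2 (2489 at an unadjusted p under 0.05) or without replicate 4 (3253). The highest log2 ratio among the genes called was that of AT1G21525, at 3.09 ± 1.16 (SD, n = 4 arrays; standard error 0.14, adjusted p = 0.0166). Its ratio was 2.53 and 1.73 in replicates 1 and 3, and 4.06 and 4.05 in replicates 2 and 4. The dye term takes up this difference, so the standard error leaves it out. CHI (AT2G43570) followed at 2.67 ± 1.90 (SD, n = 4; adjusted p = 0.0419), a call that was lost in 7 of the 17 alternatives, over which the adjusted p ranged from 5.50e-05 to 0.434. PCR1 (AT1G14880) had a log2 ratio of 2.61 ± 0.44 (SD, n = 4; adjusted p = 0.0203), with a mock channel that was well above background on 3 of the 4 arrays. Among the genes lowered, XTH15 (AT4G14130) had a log2 ratio of -1.56 ± 0.75 (SD, n = 4; adjusted p = 0.0419), AT3G09450 of -1.46 ± 0.14 (SD, n = 4; adjusted p = 0.0137) and ERF105 (AT5G51190) of -1.40 ± 0.76 (SD, n = 4; adjusted p = 0.0166). ERF105 and AT3G09450 were also lowered by IDL7-EPIP, by log2 ratios of -1.97 and -2.13. Of the 42 genes in the paper's Dataset S2, 41 had a probe with their locus name, and 40 of these were among the 173.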

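With an adjusted p under 0.1 from limma and a log2 ratio over 0.5 or under -0.5, 444 genes were called for IDL6-EPIP, 207 of them lowered and 237 raised. For IDL7-EPIP, the same limit gave 1132 genes. Median centring raised the IDL6-EPIP count to 862, and without replicate 3 it was 1038. It was 4 without replicate 2 and 0 without replicate 4.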

When using less strict statistical criteria for IDL6-regulated genes (log_2_>0.5 and log_2_< –0.5; *P*<0.1), the number of significantly regulated genes was still lower (493 genes; 270 up-regulated, 298 down-regulated) compared with IDL7-treated plants. More than half of the genes regulated by IDL6-EPIP treatment (using the less stringent statistical criteria) were also regulated by IDL7-EPIP treatment (Supplementary Fig. S3). This suggests that despite the strong homology of IDL6 and IDL7 peptide, the effect of IDL7-EPIP on the transcriptome is much stronger at the given developmental stage and environmental conditions than IDL6-EPIP.

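Of the 444 genes called for IDL6-EPIP at an adjusted p under 0.1, 210 were also called for IDL7-EPIP in the same direction. The limit for IDL7-EPIP was an adjusted p under 0.05, and 162 of the 210 were lowered and 48 raised by both peptides. The 210 genes were 47.3% (exact Clopper-Pearson 95% interval across genes, 42.6% to 52.1%), and 1 further gene was called in opposite directions. Over the alternatives of processing and model in which it can be had, the share ranged from 41.5% without background correction to 55.9% after median centring. It was 39.7% without replicate 1, 56.6% without replicate 3 and 0% without replicate 2, where 4 genes were called for IDL6-EPIP. The mock channels of the same replicate numbers were correlated between the slides (r = 0.50 for the difference between replicates 1 and 3 and 0.43 for that between 2 and 4, across genes). Unchanged peptide groups were therefore simulated against mock RNA shared by both slides. As many genes as were called for each peptide were then taken from the top of each simulated list, and 25.4% of them were shared in the same direction, on average over 20 simulations (28.8% at most), against 5.8% with separate mock RNA. Fisher's exact test across the 34175 genes tested for both peptides gave an odds ratio of 44.7 (two-sided p = 7.15e-217), with the reserve that genes are not independent replicates. Over all genes, the log2 ratios of the 2 peptides correlated with r = 0.59 (Spearman's rho = 0.51), against r = 0.50 in the simulation. That value follows from the setting, in which mock and peptide RNA vary equally and the mock RNA is wholly shared. Genes were drawn independently of each other, and the simulated shares depend on these assumptions too. Of the 873 genes called for IDL7-EPIP, 854 (97.8%) had the same sign after IDL6-EPIP, compared with 87.8% in that simulation.

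**Figure D2:**
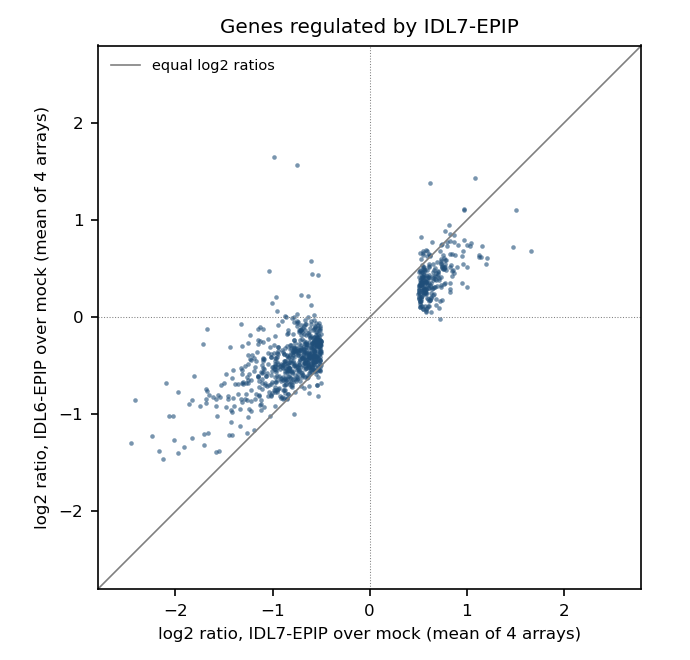
Log2 ratio over mock of the 873 genes called for IDL7-EPIP, after IDL7-EPIP (horizontal axis) and after IDL6-EPIP (vertical axis), each the mean of 4 arrays. Each point is 1 gene and the line marks equal ratios. The genes were chosen on the IDL7-EPIP arrays, which favours larger ratios after IDL7-EPIP, so the sizes are not compared here.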

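The difference between the peptides was also tested directly. In 1 fit of all 8 arrays with a dye term for each slide, limma called no gene as different between IDL7-EPIP and IDL6-EPIP (0 of 34176 genes, smallest adjusted p 0.090), and 2213 genes had an unadjusted p under 0.05, where 1709 are expected by chance. With the replicate number as a block, which compares the peptides within each number, 273 genes were called, 255 of them lower and 18 higher after IDL7-EPIP, and 63 were also called for IDL7-EPIP itself. The lower value of the 255 genes is not in general a stronger lowering: their median log2 ratio was 0.47 after IDL6-EPIP and -0.38 after IDL7-EPIP, 201 had a positive ratio after IDL6-EPIP, and 146 had opposite signs. The number of genes called was 1447 without replicate 1 and 562 without replicate 3, but 16 without replicate 2 and 7 without replicate 4. WRKY33 (AT2G38470), for example, had a difference of -0.96 in the log2 ratio (adjusted p = 0.450 without the block and 0.0159 with it), with the lower value after IDL7-EPIP in all 4 numbers. Sizes were compared on replicates not used to choose the genes. For 873 genes chosen on 2 IDL7-EPIP replicates, the median log2 ratio after IDL6-EPIP was 0.45 to 0.68 times that after IDL7-EPIP on the other 2, over 4 divisions of the replicates. For 873 genes chosen on 2 IDL6-EPIP replicates, a comparison added after the values were seen, the medians after IDL6-EPIP and IDL7-EPIP on the other 2 were 0.42 and 0.42, 0.49 and 0.31, 0.46 and 0.05, and 0.49 and 0.47. In the division with 0.05, 52.9% of the genes kept their sign after IDL7-EPIP, so no ratio of sizes is given. From the larger number of genes regulated by IDL7-EPIP, the paper proposes that its effect on the transcriptome is stronger than that of IDL6-EPIP in spite of their homology, at the stage and under the conditions studied.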

**Table 2.** The most up- and down-regulated genes 2 h after treatment with IDL7-EPIP peptide (*P*<0.05) Genes with expression ratios of log_2_>1.0 or log_2_< –1.5 are listed

Description	Locus	Log _ 2 _ fold change	Variance	Adjusted *P*-value
ASN1 (GLUTAMINE-DEPENDENT ASPARAGINE SYNTHASE 1)	At3g47340	1.519	0.252	0.013
SPla/RYanodine receptor (SPRY) domain-containing protein^*a*^	At4g06536	1.279	0.125	0.010
ADS1 (DELTA 9 DESATURASE 1)^*b*^	At1g06080	1.218	0.218	0.033
SAUR26 (SMALL AUXIN UP RNA 26)^*b*^	At3g03850	1.200	0.022	0.010
ATMAGL4 (MONOACYLGLYCEROL LIPASE 4)^*b*^	At1g73480	1.151	0.231	0.023
SAUR29 (SMALL AUXIN UP RNA 29)^*a*,*b*^	At3g03820	1.127	0.077	0.008
Unknown protein^*a*^	At4g33467	1.111	0.457	0.015
HMT3 (HOMOCYSTEINE S-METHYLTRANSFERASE 3)^*a*^	At3g22740	1.097	0.084	0.017
A_thal_3526 family protein^*a*,*b*^	At3g55240	1.030	0.034	0.013
P5CS1 (DELTA1-PYRROLINE-5-CARBOXYLATE SYNTHASE 1)^*a*^	At2g39800	1.023	0.057	0.013
IAA29 (INDOLEACETIC ACID-INDUCED PROTEIN 29)^*b*^	At4g32280	1.019	0.067	0.010
CYP96A12 (Cytochrome P450 96A12)^*a*^	At4g39510	1.011	0.110	0.016
DUF946 family protein	At2g44230	1.009	0.086	0.020
ABC transporter-related protein	At3g21080	–1.507	0.341	0.012
Protein phosphatase AP2C2^*a*^	At1g07160	–1.523	0.280	0.021
ALAAT2 (ALANINE AMINOTRANSFERASE 2)	At1g72330	–1.532	0.252	0.023
Unknown protein^*a*^	At2g15020	–1.537	0.028	0.008
ST (steroid sulphotransferase)	At2g03760	–1.558	0.637	0.040
DIC2 (Mitochondrial Dicarboxylate Carrier Protein 2)^*a*^	At4g24570	–1.560	0.004	0.008
Glycine-rich protein^*a*^	At1g07135	–1.563	0.014	0.008
Unknown protein	At5g14730	–1.571	0.244	0.017
Unknown protein^*a*^	At1g25400	–1.582	0.440	0.012
ZAT11 (ZINC FINGER OF ARABIDOPSIS THALIANA 11)^*a*^	At2g37430	–1.584	0.275	0.012
UGT73C3 (UDP-GLUCOSYL TRANSFERASE 73C3)	At2g36780	–1.605	0.375	0.029
ZAT8 (ZINC FINGER OF ARABIDOPSIS THALIANA 8)	At3g46080	–1.616	0.607	0.025
Unknown protein	At4g08555	–1.636	0.930	0.036
VQ12 VQ motif-containing protein	At2g22880	–1.643	0.428	0.021
UGT73C6 (UDP-GLUCOSYL TRANSFERASE 73C6)	At2g36790	–1.675	0.535	0.018
2-Oxoglutarate-dependent dioxygenase like protein	At5g43450	–1.676	0.313	0.021
Bifunctional inhibitor/lipid-transfer protein^*a*^	At1g62500	–1.683	0.790	0.018
HSP23.5-M (23.5 kDa heat shock protein, mitochondrial)	At5g51440	–1.701	0.323	0.023
Unknown protein	At5g24640	–1.715	0.811	0.039
Unknown protein	At2g41730	–1.719	0.592	0.022
ZAT7 (ZINC FINGER OF ARABIDOPSIS THALIANA 7)^*a*^	At3g46090	–1.774	0.263	0.013
WRKY40 (WRKY TRANSCRIPTION FACTOR 40)^*a*^	At1g80840	–1.798	0.178	0.012
ZAT6 (ZINC FINGER OF ARABIDOPSIS THALIANA 6)^*a*,*b*^	At5g04340	–1.809	0.114	0.011
Chaperone DnaJ-domain superfamily protein^a^	At1g72416	–1.840	0.226	0.014
WRKY33 (WRKY TRANSCRIPTION FACTOR 33)^*a*^	At2g38470	–1.842	0.204	0.008
PIP1 (PAMP-INDUCED SECRETED PEPTIDE 1)^*a*^	At4g28460	–1.844	0.733	0.040
Acyl-CoA N-acetyltransferase^*a*^	At2g32020	–1.855	0.867	0.047
Ethylene-responsive transcription factor ERF105^*a*^	At5g51190	1.856	0.219	0.008
HSP15.4 (Heat shock protein class V 15.4)^*a*^	At4g21870	–1.913	0.044	0.008
AGC2-1/OXI1 (OXIDATIVE SIGNAL-INDUCIBLE 1)^*a*^	At3g25250	–1.930	0.509	0.028
Unknown protein	At4g12735	–1.979	0.720	0.029
Eukaryotic aspartyl protease family protein	At5g48430	–1.984	0.020	0.008
CYP81D8 (Cytochrome P450 81D8)	At4g37370	–1.989	0.796	0.026
AtOM66 (Outer mitochondrial membrane protein of 66 kDa)	At3g50930	–2.102	0.760	0.031
ATPP2-A5 (PHLOEM PROTEIN 2-LIKE A5)^*a*^	At1g65390	–2.120	0.127	0.001
COG4129-domain protein^*a*^	At3g09450	–2.136	0.099	0.008
UGT74E2 (UDP-GLUCOSYL TRANSFERASE 74E2)	At1g05680	–2.151	1.090	0.048
DUF295-domain protein	At5g55150	–2.202	1.096	0.043
ZAT10/STZ (SALT-TOLERANCE ZINC FINGER)^*a*^	At1g27730	–2.215	0.137	0.008
ZAT12 /RHL41 (RESPONSIVE TO HIGH LIGHT 41)	At5g59820	–2.359	0.619	0.013
CML38 (CALMODULIN-LIKE PROTEIN 38)^*a*^	At1g76650	–2.456	0.121	0.008

^*a*^Significantly regulated 2 h after treatment with IDL6 peptide (*P*<0.1).

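Table 2 marks 28 of its 54 genes as regulated by IDL6-EPIP as well. On these arrays, 25 of the 28 had an adjusted p under 0.1 from limma and a log2 ratio over 0.5 or under -0.5 after IDL6-EPIP. The 3 others were AT1G25400 (log2 ratio -0.73, adjusted p = 0.217), AT1G62500 (-1.27, adjusted p = 0.315) and AT1G72416 (-1.20, adjusted p = 0.104). Of the 26 genes without the mark, 2 passed these limits, AT2G22880 (-0.80, adjusted p = 0.0345) and AT4G12735 (-1.01, adjusted p = 0.0548). These 5 genes were named after their values were seen. All 54 genes had the same sign after both peptides, and the median size of the log2 ratio after IDL6-EPIP was 1.14 for the marked genes and 0.79 for the others.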

^*b*^Identified as PIF-regulated PIF4 target gene (Oh *et al.*, 2012).

To elucidate a possible function of the IDL7-EPIP peptide, the dataset was analysed for over-representation of Gene Ontology (GO) terms (Ashburner *et al.*, 2000) on genes with log_2_< –0.5; *P*<0.05. These results show a clear over-representation of plant stress-related classes, especially the classes for response to stress, response to endogenous stimulus, responses to abiotic stimulus, and gene regulation (Fig. 4; Supplementary Dataset S3).

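On these arrays, 611 of the 635 genes with an adjusted p under 0.05 and a log2 ratio under -0.5 after IDL7-EPIP carried an AGI locus name, by which a GO annotation could be joined. GO terms were not analysed here.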

**Fig. 4.**
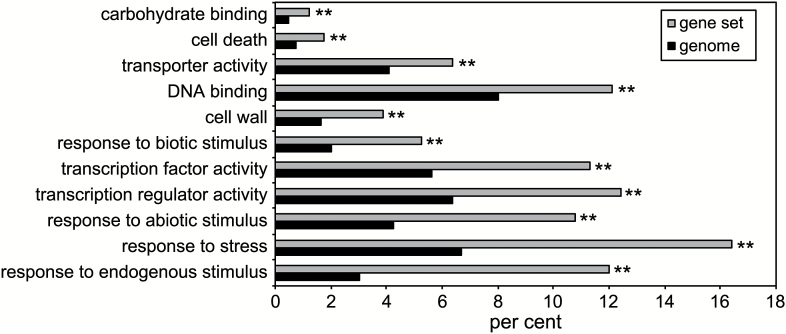
GO enrichment analysis of significantly down-regulated (*P*-value <0.05) genes in 2-week-old seedlings 2 h after treatment with 100 nM IDL7-EPIP peptide. Control seedlings were treated with 100 nM MOCK_IDL7_ peptide. The 10 terms most significantly enriched in the gene set are listed from top to bottom. Bars show the frequency of each GO term in the IDL7-responsive gene set and the genome. **P-value <0.01.

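Gene families were collected by symbol, from the array's gene names and the symbols and synonyms of the reference table, and each was tested as a set with limma's camera function (preset inter-gene correlation 0.01, two-sided, adjusted over 11 sets). After IDL7-EPIP, the WRKY genes (73 tested, 11 called as lowered and 0 as raised; adjusted p = 8.08e-07), the ZAT and AZF genes (9 tested, 8 lowered and 0 raised; adjusted p = 3.75e-09) and the ERF genes (27 tested, 7 lowered and 0 raised; adjusted p = 8.08e-07) ranked towards negative log2 ratios. Their median log2 ratios were -0.10, -1.67 and -0.26. The 127 MYB genes had a median of -0.03, with 4 lowered and 2 raised (adjusted p = 0.120). The calls at this test depend on the correlation that is assumed between genes. With limma's fry function, the WRKY and the ZAT and AZF sets had adjusted p-values of 0.0449, the ERF set 0.0516 and the MYB set 0.0449, and with a correlation estimated from the arrays no set passed (0 of 11, adjusted p of 0.256 for the WRKY set).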

The most prominent gene families in the dataset included WRKY transcription factors, ZINC FINGER PROTEINS (ZFP), MYB transcription factors, and ethylene-responsive transcription factors (Table 2; Supplementary Dataset S1). 

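The genes with a WRKY symbol that were called as lowered by IDL7-EPIP were WRKY33, WRKY40, WRKY53, WRKY25, WRKY70, WRKY11, WRKY18, WRKY22, WRKY29, WRKY7 and WRKY15, and no gene of this family was called as raised. Their log2 ratios ranged from -1.86 for WRKY33 to -0.51 for WRKY15. WRKY33 (AT2G38470) had a log2 ratio of -1.86 ± 0.55 (SD, n = 4 arrays; standard error 0.11, limma's adjusted p = 0.00946), and WRKY40 (AT1G80840) of -1.83 ± 0.42 (SD, n = 4; adjusted p = 0.0119), with -1.80 from a second probe. After IDL6-EPIP, WRKY33 had a log2 ratio of -0.90 ± 0.55 (SD, n = 4; adjusted p = 0.0383) and WRKY40 of -0.86 ± 0.52 (SD, n = 4; adjusted p = 0.0949). The family as a set showed no such lowering after IDL6-EPIP. Of its 73 genes, 1 was called as lowered and 2 as raised, with a median log2 ratio of -0.009 (camera's adjusted p = 0.788). The ZAT and AZF set and the ERF set did rank towards negative ratios after IDL6-EPIP by camera. The 9 ZAT and AZF genes had a median of -0.85, with 4 lowered and 0 raised (camera's adjusted p = 3.94e-10). The 27 ERF genes had a median of -0.09, with 1 lowered and 0 raised (camera's adjusted p = 1.50e-04). Neither set passed with fry (adjusted p of 0.111 and 0.125) or with the estimated correlation (0.297 for both). Over the processing alternatives the number of WRKY genes lowered by IDL7-EPIP was highest with median centring, at 17, and without replicate 1 it was 23. It was 0 with the Feature Extraction processed signals, without replicate 2 and without replicate 4, where no gene of any family was called.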

We found 11 significantly down-regulated *WRKY* genes after treatment with the IDL7 peptide; all of them are associated with stress responses. 

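Zinc finger genes were taken by a ZAT or AZF symbol, since no list of the members of their subfamily was used. The 9 genes so found include AT2G46800, which the reference table names ZAT as a zinc transporter and whose log2 ratio after IDL7-EPIP was 0.09 (limma's adjusted p = 0.520). The other 8 were all called as lowered by IDL7-EPIP: ZAT12, ZAT10, ZAT6, ZAT7, ZAT11 and the genes that the array lists as ZF3, ZF1 and ZF2 (AT5G43170, AT5G67450 and AT3G19580), with log2 ratios from -2.42 for ZAT12 to -0.71 for ZF2. ZAT6 (AT5G04340, probe on chromosome 5 from 1216464 to 1216523 in the array's own annotation) had a log2 ratio of -1.83 ± 0.40 (SD, n = 4 arrays; standard error 0.16, adjusted p = 0.0130), and of -1.25 ± 0.28 (SD, n = 4; adjusted p = 0.0367) after IDL6-EPIP. A further gene, AT3G46080, which Dataset S1 names ZAT8 and which has no symbol in the tables used, was looked up after the family's values were seen. It had a log2 ratio of -1.68 after IDL7-EPIP (adjusted p = 0.0392) and of -0.12 after IDL6-EPIP (adjusted p = 0.875).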

Nine out of 20 genes encoding ZFPs belonging to the C2H2 subfamily C1-2i, all associated with abiotic stress responses, were down-regulated by IDL7. 

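By symbol, 4 of 22 CML and calmodulin genes were called by limma as lowered by IDL7-EPIP and 0 as raised (CML38, and the genes listed as TCH3, CAM2 and TCH2; camera's adjusted p = 2.77e-07 on the 21 genes with values on all 4 arrays). The median log2 ratio of this family was -0.18. Of 30 genes with an HSP symbol none was called (0 genes, median log2 ratio -0.05, camera's adjusted p = 0.199). Of 259 genes with a CYP symbol 6 were lowered and 6 raised (camera's adjusted p = 0.504), and their median of 0.01 fell just below 0 with the Feature Extraction processed signals. Because many of the genes in Dataset S1 carry no such symbol, its descriptions were searched as well, a choice made after the data were seen and on genes the paper had selected on the same samples. Of 19 genes described there as calcium-binding or calmodulin, 15 were called as lowered here, and of 17 described as heat shock 15 were lowered and 1 was raised. Of 10 described as cytochrome P450, 4 were lowered and 5 raised, and of 30 described as receptor 25 were lowered and 1 was raised. The median log2 ratios of these lists were -0.72, -0.77, 0.53 and -0.63.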

Many other genes associated with stress adaptation or defence were down-regulated, including a large group encoding Ca^2+^-binding proteins, genes encoding heat shock proteins, cytochrome P450-encoding genes, and genes encoding receptor proteins (Table 2; Supplementary Dataset S1).

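ASN1 (AT3G47340, probe on chromosome 3 from 17449149 to 17449208 in the array's own annotation) had a log2 ratio of 1.48 ± 0.45 (SD, n = 4 arrays; standard error 0.18, limma's adjusted p = 0.0212) after IDL7-EPIP and of 0.73 ± 0.57 (SD, n = 4; adjusted p = 0.222) after IDL6-EPIP. Its other probes gave 1.39 and 1.57 after IDL7-EPIP. SAUR26 (AT3G03850) had a log2 ratio of 1.20 ± 0.20 (SD, n = 4; adjusted p = 0.0102) and SAUR29 (AT3G03820) of 1.13 ± 0.32 (SD, n = 4; adjusted p = 0.00828). IAA29 (AT4G32280) had a log2 ratio of 1.00 ± 0.30 (SD, n = 4; adjusted p = 0.0102). Of 80 genes with a SAUR symbol, 16 were called as raised and 6 as lowered (camera's adjusted p = 1.31e-04 towards positive ratios), and of 33 with an IAA symbol, IAA29 alone was called (camera's adjusted p = 0.759). After IDL6-EPIP the log2 ratios were 0.54 for SAUR26 (adjusted p = 0.162), 0.63 for SAUR29 (adjusted p = 0.0419) and 0.31 for IAA29 (adjusted p = 0.149). With the replicate number as a block, the difference between the peptides was called for ASN1 (adjusted p = 0.0248) and IAA29 (adjusted p = 0.0480) but not for SAUR26 (adjusted p = 0.0514) or SAUR29 (adjusted p = 0.0523).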

Genes up-regulated by IDL7-EPIP treatment included *GLUTAMINE-DEPENDENT ASPARAGINE SYNTHASE* 1 (*ASN1*), *SMALL AUXIN UP RNA* (*SAUR*) and *INDOLEACETIC ACID-INDUCED PROTEIN 29* (*IAA29*) (Table 2). Since SAURs have been shown to be regulated by the basic helix–loop–helix (bHLH) transcription factor PHYTOCHROME INTERACTING FACTOR 4 (PIF4; Franklin *et al.*, 2011), we compared the genes in Table 2 with a list of PIF4 target genes identified by ChIP sequencing (Oh *et al.*, 2012). Six of 13 genes up-regulated by log_2_>1.0 by IDL7 treatment were PIF4 targets. In contrast, only one of 39 genes down-regulated by log_2_< –1.5 was a PIF4 target. 

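Of the 13 genes of Table 2 that are up-regulated, 6 carry the PIF4 target mark, and of the 41 down-regulated genes, 1 does (Fisher's exact test, two-sided p = 0.000407). Table 2 was drawn from these same arrays, so this test describes the table only. All 6 marked genes were called by limma as raised by IDL7-EPIP, with log2 ratios between 1.00 and 1.21 and a median of 1.15, compared with a median of 1.09 for the other up-regulated genes of the table. After IDL6-EPIP, all 6 had a positive log2 ratio with a median of 0.62, and 2 of them passed an adjusted p under 0.1. On these arrays, 12 of the 13 up-regulated genes had a log2 ratio above 1, and 40 of the 41 down-regulated genes had one below -1.5.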

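PIF4 (AT2G43010) had a log2 ratio of 0.66 ± 0.23 (SD, n = 4 arrays; standard error 0.06, limma's adjusted p = 0.0138) after IDL7-EPIP, positive on all 4 arrays. It was called in 13 of 17 alternatives, over which its log2 ratio stayed between 0.63 and 0.70 and its adjusted p ranged from 1.36e-04 to 0.200. After IDL6-EPIP the log2 ratio was 0.46 ± 0.29 (SD, n = 4; adjusted p = 0.0794), and the difference between the peptides was 0.20 (adjusted p = 0.801 without and 0.324 with the replicate number as a block).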

*PIF4* itself was moderately, but significantly induced by IDL7-EPIP treatment (Supplementary Dataset S1).

To gain a further overview of the genes regulated by IDL7-EPIP, a network analysis of the most down-regulated genes in the gene set (log_2_< –1) was performed using the STRING database (Szklarczyk *et al.*, 2015). It is a general assumption that genes involved in the same processes are co-regulated or interact in one way or another, also known as the ‘guilt-by-association’ principle (Saito *et al.*, 2008). 

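The network analysis was not repeated here. On these arrays, 156 genes were called with a log2 ratio under -1 after IDL7-EPIP, which include the genes WRKY53, SZF1, ERF5 and ERF6. WRKY53 (AT4G23810) had a log2 ratio of -1.26 ± 0.39 (SD, n = 4 arrays; limma's adjusted p = 0.0220), with -0.998 from a second probe, and SZF1 (AT3G55980) of -1.46 ± 0.47 (SD, n = 4; adjusted p = 0.0106). ERF5 (AT5G47230) had a log2 ratio of -1.05 ± 0.53 (SD, n = 4; adjusted p = 0.0222). ERF6 (AT4G17490) had -1.11 ± 0.41 (SD, n = 4; adjusted p = 0.0171) from the brighter of its probes, whereas the other probe gave -0.07, so the probes of this gene disagree. After IDL6-EPIP the log2 ratios were -0.38 for WRKY53 (adjusted p = 0.528), -0.84 for SZF1 (0.0775), -0.48 for ERF5 (0.0848) and -0.57 for ERF6 (0.0810).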

As shown in Supplementary Fig. S4, a tight cluster of highly connected genes was found within our array, indicating that IDL7 is regulating this network. The cluster includes the ZFP genes *ZAT6*, *ZAT12*, *ZAT10/STZ*, and *SZF1*, the WRKY transcription factor genes *WRKY33*, *WRKY40*, and *WRKY53*, and *CML38*, *ERF5*, and *ERF6.*

### IDL7 suppresses the expression of *ZAT12* upon wounding

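ZAT12 (AT5G59820, listed on the array as RHL41, probe on chromosome 5 from 24120710 to 24120769 in the array's own annotation) had the log2 ratio ranked 2 from the lowest of all genes called for IDL7-EPIP, at -2.42 ± 0.92 (SD, n = 4 arrays; standard error 0.27, limma's adjusted p = 0.0183). The 4 arrays gave -2.18, -2.29, -3.70 and -1.51 for replicates 1 to 4. It was called in 13 of 17 alternatives, over which the adjusted p ranged from 1.76e-10 to 0.221. Its level was well above background in either channel on all 8 arrays. After IDL6-EPIP the log2 ratio was -0.85 ± 1.18 (SD, n = 4; adjusted p = 0.173), negative on 3 of 4 arrays and 0.70 in replicate 4. The difference between the peptides was -1.57 (adjusted p = 0.564 without and 0.0560 with the replicate number as a block).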

One of the most down-regulated genes in our array was the ZFP gene *ZAT12*. *ZAT12* is highly responsive to different environmental conditions, and is rapidly induced after wounding and accumulation of ROS (Davletova *et al.*, 2005*a*; Miller *et al.*, 2009). Furthermore, in a study using the luciferase reporter gene, *ZAT12* expression was shown to be systemically induced at a rate up to 8.4 cm min^−1^ upon wounding (Miller *et al.*, 2009). We wanted to investigate the effect of treatment with IDL6-EPIP and IDL7-EPIP peptide prior to wounding on the expression of *ZAT12* using the *ZAT12::luciferase* reporter plants used in the study by Miller and co-workers (Miller *et al.*, 2009). Three plants per peptide were treated with luciferin and peptides (IDL6-EPIP, IDL7-EPIP, and MOCK_IDL7_), and 1 h later one rosette leaf per plant was wounded. Interestingly, as shown in Fig. 5, IDL7-EPIP was able to suppress spreading of the luciferase signal, verifying the negative effect of IDL7-EPIP on *ZAT12* expression. IDL6-EPIP was also able to suppress *ZAT12* expression, but the response was weaker. This trend was observed in three independent experiments.

**Fig. 5.**
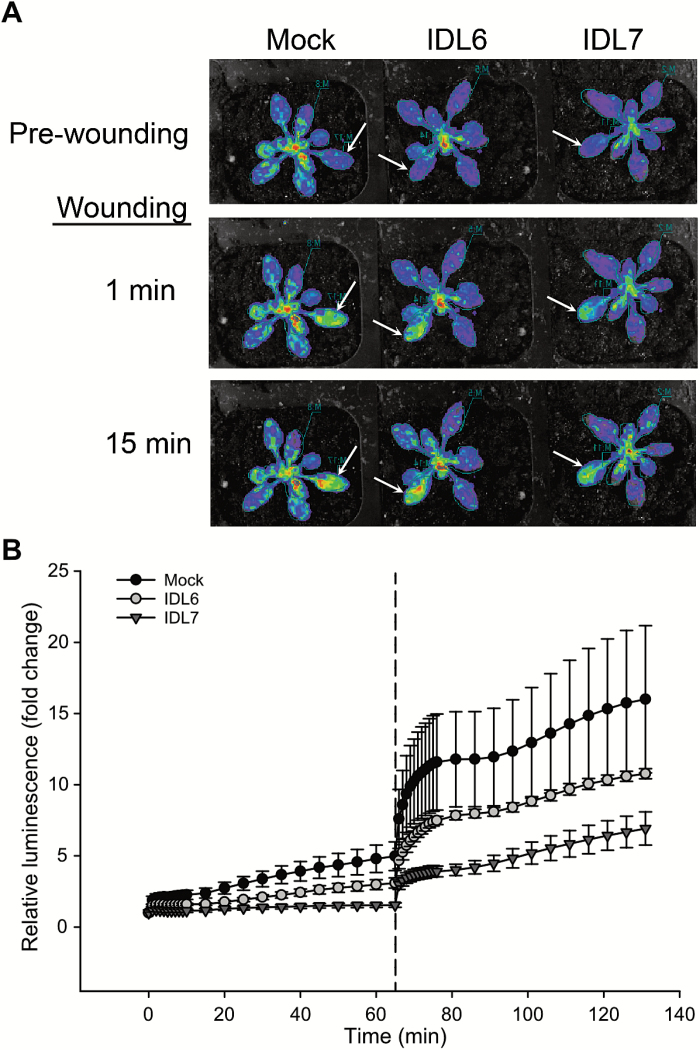
Suppression of the rapid wound-induced signal in *ZAT12::luc* plants by IDL6-EPIP and IDL7-EPIP peptides. Plants pre-treated with IDL6-EPIP, IDL7-EPIP, or MOCK_IDL7_ (100 nM) by spraying were simultaneously wounded in one leaf (marked with arrows), and changes in luminescence were immediately measured using the NightOwl *in vivo* imaging system. (A) Representative pictures are shown. Injured leaves are marked with arrows. (B) Quantification of the wound-induced signals in rosette leaves over the time course before and after wounding. Error bars indicate the SD between three biological replicates. (This figure is available in color at *JXB* online.)

### *IDL6* and *IDL7* are stress-responsive genes

*In silico* data indicate that *IDL6* and *IDL7* are moderately expressed during development, and that both genes are rapidly induced by stresses including exposure to *P. syringae* and the pathogen-associated elicitor flg22, salt, UV, wounding, and ROS (Vie *et al.*, 2015). To analyse the stress-induced expression of *IDL6* and *IDL7*, a time course experiment with Arabidopsis seedlings treated with flg22 or H_2_O_2_ was performed. Expression analyses using qRT–PCR analysis showed that the expression of both *IDL6* and *IDL7* was rapidly induced 10–15 min after flg22 treatment, and reached a peak after 30 min (Fig. 6A). The transcriptional response of *IDL7* to H_2_O_2_ treatment was even faster, reaching maximal levels after 10 min, whereas induction of *IDL6* expression was both weaker and slower (Fig. 6B).

**Fig. 6.**
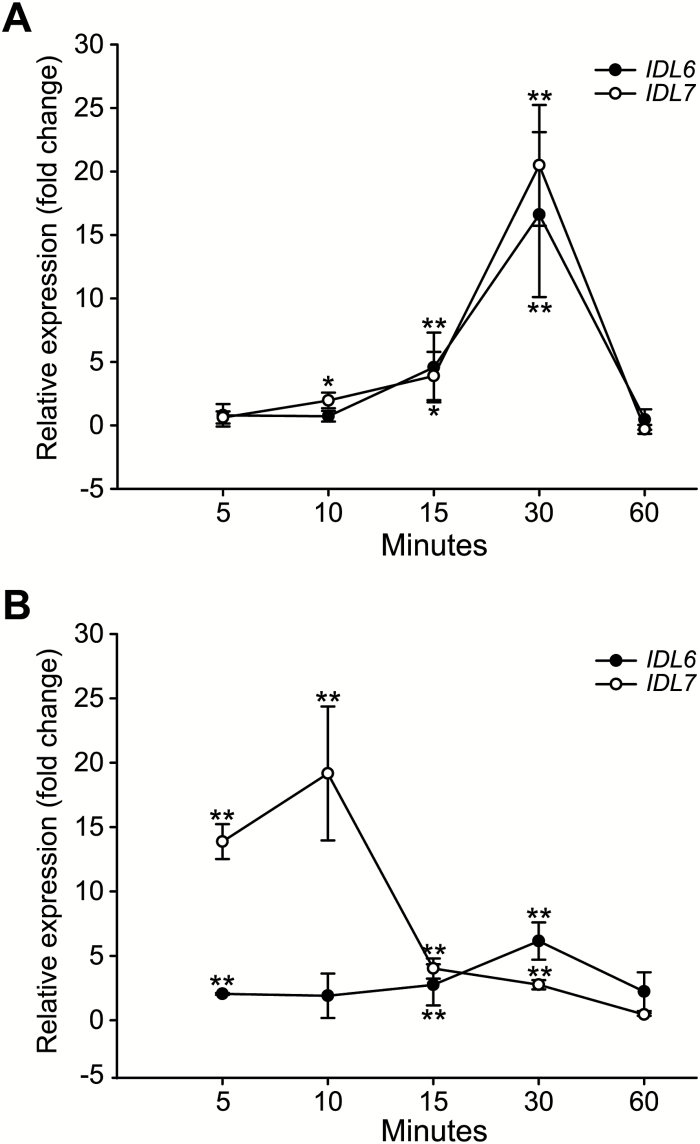
Time series analysis of *IDL6* and *IDL7* expression by qRT–PCR after flg22 treatment (A) and H_2_O_2_ treatment (B) compared with untreated tissue (*n*=4). Statistical differences (REST analysis: *P-value <0.05; **P-value <0.01) between the time point samples and control are indicated. Error bars indicate SDs.

T-DNA insertion lines of *IDL6* and *IDL7* were used for functional analysis. Loss of gene expression was verified using qRT–PCR. Two available T-DNA insertion lines were obtained for *IDL6*. Both *idl6* [SALK_074245 (*idl6-1*) and SALK_126026M (*idl6-2*)] lines contain a T-DNA insertion 1 bp upstream of the start codon, and low *IDL6* transcript levels were detected. However, *IDL6* expression in these mutant lines was not inducible with flg22 (Supplementary Fig. S5A), suggesting that *idl6-1* and *idl6-2* are knockdown mutants. Only one T-DNA insertion line was available for *IDL7*. *idl7* (WDL293-296) has the T-DNA inserted in the exon (after 188 bp), and is a null line with no detectable *IDL7* mRNA with or without induction of flg22 (Supplementary Fig. S5B). Neither *idl6* nor *idl7* plants displayed any observable phenotypical differences compared with wild-type control plants (Col-0) under normal growth conditions. Therefore, crosses between *idl6* and *idl7* plants were performed. However, neither *idl6-1 idl7* nor *idl6-2 idl7* double mutants displayed any obvious phenotypes during normal growth conditions, and no additive effect of the double mutation was found (results not shown). To investigate the potential change in gene expression in the mutant lines compared with Col-0, 2-week-old seedlings were treated with flg22 (100 nM) and samples harvested after 3 h, 1 h after the peak response to IDL7-EPIP. Surprisingly, the responses of *ZAT10* and *WRKY40* were slightly, but not significantly, reduced in all the mutant lines compared with Col-0 wild type (Supplementary Fig. S6).

### *idl7* loss-of-function lines are more tolerant to salt stress

The observed induction of *IDL6* and *IDL7* expression upon a broad range of environmental perturbations (Vie *et al.*, 2015) suggests that these genes are involved in modulating stress responses in plants. Seedlings of *idl6* and *idl7* were therefore exposed to different stresses and examined for seed germination, root growth, ion leakage, and pathogen growth. The following stresses were tested: elicitor treatment (100 nM flg22), pathogen infection (*P. syringae* DC3000 and *P. syringae* AvrRPM1), salinity stress (100 mM NaCl), and osmotic stress (300 mM mannitol).

No significant differences between wild-type plants and the mutant lines were observed after treatment with the pathogen-derived elicitor flg22 (Supplementary Fig. S7A). Similarly, no significant differences in growth of *P. syringae* were observed between wild-type plants and the mutant lines, neither with the virulent nor with the avirulent strain (Supplementary Fig. S7B, C). As shown in Supplementary Fig. S8A, both *idl6* and *idl7* lines showed significantly (*P*<0.01) increased tolerance to salinity stress, producing longer roots than the wild type under the same growth conditions. However, no additive effect was observed for the double loss-of-function mutant *idl6-2 idl7.* Complementation lines of *idl6* and *idl7* loss-of-function lines were used to verify the observed phenotype (Supplementary Fig. S8B). No significant differences in root growth were observed between *idl6* and *idl7* lines and the wild type grown in the presence of mannitol (Supplementary Fig. S8C). Hypocotyl elongation in the dark was also investigated, with no differences found between the wild type and the mutant lines (Supplementary Fig. S8D). Germination rates of *idl6* and *idl7* mutant lines on medium containing NaCl, mannitol, or abscisic acid (ABA) did not differ from the wild type (results not shown).

### IDL7 acts as a negative modulator of stress-induced ROS signalling

Since *IDL6* and especially *IDL7* expression was rapidly and strongly induced by H_2_O_2_, we investigated the response of *idl6* and *idl7* mutants to oxidative stress, using the xanthine/xanthine oxidase (X/XO) system. X/XO is an O_2_·^¯^-generating system that mimics and induces production of extracellular superoxide by NADPH oxidases, similar to O_3_. X/XO treatment results in cell death, which can be measured by electrolyte leakage (Overmyer *et al.*, 2005). X/XO treatments of *idl6-1*, *idl6-2*, *idl7*, and the *idl6-2 idl7* double mutant showed that *idl7*, but not *idl6*, was more tolerant to ROS, as indicated by less electrolyte leakage from *idl7* compared with the wild type and *idl6* over time (Fig. 7A).

**Fig. 7.**
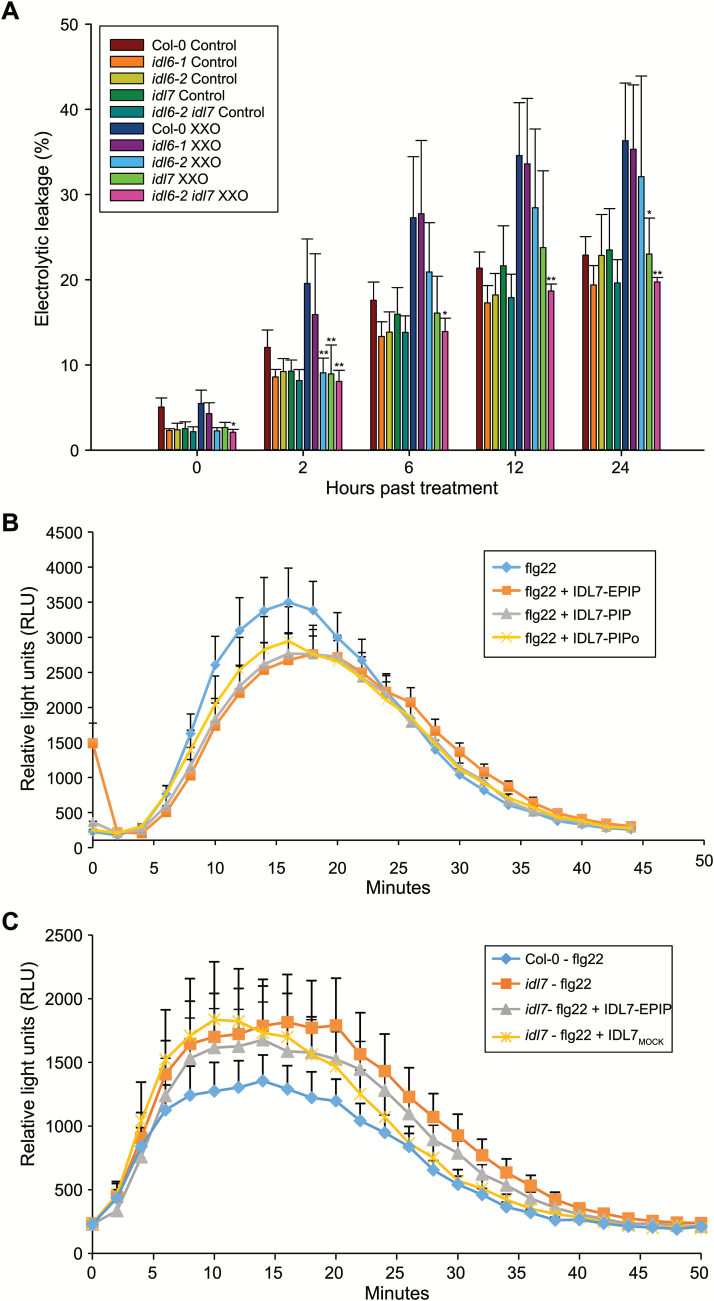
IDL6 and IDL7 are negative modulators of stress-induced ROS signalling. (A) Measurements of electrolytic leakage after treatments with the ROS-generating enzyme assay xanthine/xanthine oxidase (0.05 U) 2, 6, 12, and 24 h after treatment (*n*=4). Statistical differences for all experiments (Student’s *t*-test: *P-value <0.05, **P-value <0.01, ns indicates *P*-value >0.05) between the wild-type Col-0 and mutants are indicated. Error bars indicate SDs. (B, C) Modulation of flg22-induced oxidative burst by IDL7 peptide. Arabidopsis Col-0 wild-type (B) or *idl7* (C) leaf disks were exposed to flg22, IDL7-EPIP, IDL7-PIP, IDL7-PIPo, or MOCK_IDL7_ peptides (100 nM), either alone or in combination (flg22+IDL7, flg22+IDL7-PIP, flg22+IDL7-PIPo, and flg22+MOCK_IDL7_). Water was added as a control. ROS production measured as luminescence was monitored over time as relative light units (RLU). Error bars indicate the SE of *n*=12 replicates.

In order to investigate further the role of the IDL7 peptide in ROS responses, we employed a luminol-based assay to measure ROS production in Arabidopsis leaf disks. In addition to IDL7-EPIP, we included two shorter synthetic peptides in this analysis; IDL7-PIP (see Fig. 3A) and the hydroxyprolinated IDL7-PIPo, as a recent publication on IDA has shown that a hydroxyprolinated 12 amino acid IDA-PIP peptide has higher biological activity than the IDA-EPIP peptide (Butenko *et al.*, 2014). As expected, treatment with flg22 peptide resulted in a rapid ROS burst, whereas no ROS production was observed in the control (Fig. 7B). Addition of IDL7 or MOCK_IDL7_ peptide alone did not lead to any ROS production (Supplementary Fig. S9). Interestingly, when IDL7-EPIP peptide was added together with flg22 peptide, the ROS burst was significantly (Student’s *t*-test, *P*<0.001) lower compared with flg22 peptide (Fig. 7B). Co-treatment with MOCK_IDL7_ peptide did not change the level of the ROS burst (Student’s *t*-test, *P*>0.05, Supplementary Fig. S9). However, treatments with the shorter IDL7-PIP peptide and the hydroxyprolinated IDL7-PIPo did not lead to a decrease in the ROS burst compared with IDL7-EPIP treatment (Fig. 7B). Flg22 treatment of *idl7* plants resulted in increased ROS production compared with the Col-0 wild type (Student’s *t*-test, *P*<0.001); this effect was partially suppressed by co-treatment with IDL7-EPIP (Student’s *t*-test, *P*<0.001, Fig. 7C). Thus, IDL7 peptide has an attenuating effect on the flg22-induced ROS burst.

## Discussion

In this study we describe two new putative peptide ligands belonging to the extended family of IDA and IDL peptides (Vie *et al.*, 2015) and show evidence suggesting that they act as negative modulators of ROS responses.

Small transcriptionally modified peptides are characterized by an N-terminal SP that directs the peptide out of the cell. Analyses of subcellular localization of IDA and CLE peptides indicate that they are localized to the extracellular space (Butenko *et al.*, 2003; Sharma *et al.*, 2003). Similar to the CLE peptides and IDA, IDL6 and IDL7 contain an N-terminal SP (Vie *et al.*, 2015). However, in addition to localization in the apoplast, a full-length fusion of IDL7::GFP was accumulated in a vesicular compartment (Fig. 1E, F). An IDL7_∆SP_::GFP fusion displayed cytosolic localization resembling GFP (Fig. 1A–D). Deletion of the four C-terminal amino acids of IDL7 resulted in a GFP fusion protein with apoplastic localization (Fig. 1G), which was confirmed through plasmolysis experiments (Fig. 1H). These results suggest that IDL7 is processed at both the N- and the C-terminus before or during the transport out of the cell. The EPIP/SGPS motif of all IDL subfamily members contains a C-terminal asparagine followed by between 4 and 13 poorly conserved residues (Vie *et al.*, 2015). Removal of Asn69 abolishes IDA activity in a ROS burst assay (Butenko *et al.*, 2014). Furthermore, IDA in complex with the ectodomain of its receptor HAESA (HAE) suggests that Asn69 constitutes the C-terminal residue of the mature IDA peptide *in planta* (Santiago *et al.*, 2016). Thus, it seems likely that C-terminal processing is a general and important feature of the maturation process of these peptides. Some of the C-terminal residues may confer specificity to the mature peptides. The N-terminus of the mature IDL6 and IDL7 peptides remains unresolved.

Our analyses indicate that the *IDL6* and *IDL7* promoters show high basal activity (Fig. 2); a similar observation was recently made by Wang *et al.* (2017) using an *IDL6* promoter:*GUS* construct. This is compensated by a high turnover rate for the transcripts. Thus, expression of a stable reporter gene transcript under control of the *IDL6* or *IDL7* promoter will lead to artificially high reporter levels (Supplementary Fig. S2). Alternatively, the binding site for a strong transcriptional repressor or another important regulatory unit, e.g. the 3'-untranslated region, could be missing in the promoter regions used in the *IDL6*_*pro*_*:GUS* and *IDL7*_*pro*_*:GUS* plants. A peptide ligand involved in stress signalling should be rapidly induced in order to ensure a quick response to biotic or abiotic challenges to the plant. However, the signal should also be quickly attenuated to ensure specificity and avoid runaway responses. Both *IDL6* and *IDL7* are transiently expressed upon H_2_O_2_ or flg22 treatment (Fig. 6; Wang *et al.*, 2017), in line with a role in early responses to these stresses.

Transcriptome analyses of seedlings treated with either IDL6-EPIP or IDL7-EPIP indicated that these peptides act as negative regulators of genes associated with early responses to stress in Arabidopsis seedlings (Figs 3, 4; Table 2; Supplementary Dataset S1, S2). Treatments with the synthetic IDL7-EPIP resulted in a striking transcriptome response, in which 75% of the significantly regulated genes were down-regulated. 

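Of the genes ZAT10, ZAT12, WRKY11, WRKY18, WRKY33, WRKY40 and CML38, all 7 were called by limma as lowered by IDL7-EPIP, with a median log2 ratio of -1.86, and 3 were called as lowered by IDL6-EPIP, with a median of -0.85 and a negative mean ratio for all 7. The smallest changes after IDL7-EPIP were those of WRKY11 (AT4G31550), at -0.83 ± 0.27 (SD, n = 4 arrays; adjusted p = 0.0233), and WRKY18 (AT4G31800), at -0.82 ± 0.59 (SD, n = 4; adjusted p = 0.0376). As a set, these 7 genes ranked towards negative ratios after either peptide by camera (adjusted p = 3.06e-11 after IDL7-EPIP and 2.79e-09 after IDL6-EPIP). By fry this held after IDL7-EPIP (adjusted p = 0.0385) and not after IDL6-EPIP (adjusted p = 0.125). The paper names these genes in a discussion of these same arrays, so the set is not independent evidence. The IDL7 gene was left out because none of the tables used pairs its name with a locus.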

Several studies have proposed a ‘universal stress response transcriptome’ cluster in plants, which includes *IDL7*, *ZAT10*, *ZAT12*, *WRKY11*, *WRKY18*, *WRKY33*, *WRKY40*, and *CML38* (Kilian *et al.*, 2007; Ma and Bohnert, 2007; Walley *et al.*, 2007, Hahn *et al.*, 2013). In addition, network analysis of the genes most down-regulated by IDL7-EPIP (Supplementary Fig. S4) illustrates that these genes are highly co-expressed and probably involved in the same biological processes. Expression of *ZFP* and *WRKY* genes is highly responsive to a great variety of stresses; these transcription factor families have emerged as key regulators and integrators of ROS signalling in plants (Miller *et al.*, 2008). *ZAT12* has been described as a hyper-responsive gene to ROS accumulation, and is expressed both locally and systemically within minutes after increased ROS production (Miller *et al.*, 2009). ROS-induced expression of *ZAT12* was strongly reduced in response to treatment with IDL7-EPIP. Both the transcriptional changes trigged by IDL7-EPIP and the increased tolerance to ROS and salinity stress in *idl6* and *idl7* lines (Fig. 7A; Supplementary Fig. S7) suggest that IDL6 and IDL7 are negative modulators of stress responses in Arabidopsis.

Pathogen attack or environmental perturbations such as increased salinity induce a large network of different pathways containing both positive and negative regulatory components, where negative regulators may be important factors preventing excessive and unrestricted activation of defence mechanisms. Activation of the plant defence system has been shown to have a major impact on plant growth and fitness. In line with thi0s, overexpression of *ZAT7* leads to severe growth defects (Ciftci-Yilmaz *et al.*, 2007). Mutants for the MAP kinase MPK4 display severe growth retardation, possibly through overaccumulation of the defence-related phytohormone salicylic acid (SA) and H_2_O_2_ (Petersen *et al.*, 2000; Ichimura *et al.*, 2006; Suarez-Rodriguez *et al.*, 2007), and overexpression of *DREB2A*, a positive regulator of stress tolerance, showed reduced growth and dwarfism similar to *mpk4* mutants (Sakuma *et al.*, 2006).

Expression analyses of *IDL6* and *IDL7* show that these genes are responsive to a wide variety of biotic and abiotic stresses (Fig. 6; Vie *et al.*, 2015). However, both the single and double loss-of-function mutants displayed minor phenotypes in only a subset of the stress assays performed during this study. There are several possible explanations for the lack of phenotypes. One possibility is that IDL6 and IDL7 are part of a complex signalling network with redundant pathways, and that altered expression of *IDL6* and *IDL7* is not enough to disrupt this network noticeably. The gene expression of *ZAT10* and *WRKY40* was not different in the mutant lines compared with Col-0 after flg22 (Supplementary Fig. S6), possibly reflecting the lack of phenotypes observed in our stress assays. It is possible that IDL6 and IDL7 have multiple roles in tolerance to different stresses, and that our functional characterizations have not included all of the specific stresses linked to IDL6 and IDL7. In a recent study, *IDL6*-overexpressing plants were found to exhibit reduced resistance to *P. syringae* pv. *tomato* DC3000, whereas *IDL6* dsRNA-silenced plants showed increased resistance (Wang *et al.*, 2017). There are major differences between the two studies, with regard both to the growth stage of the plants (1 versus 5 weeks) and to the nature of the knockdown mutants (T-DNA versus dsRNA), which could explain the different outcomes.

The fact that treatments with X/XO and NaCl (Fig. 7; Supplementary Fig. S7) led to a phenotype in *idl7* lines is supported by the fact that a large fraction of the genes down-regulated by IDL7-EPIP treatment are associated with these stresses. WRKYs and ZFPs have been linked to oxidative and salinity stress (Rizhsky *et al.*, 2004; Davletova *et al.*, 2005*a*, *b*; Ciftci-Yilmaz *et al.*, 2007; Jiang and Deyholos, 2009; Chen *et al.*, 2010). Overexpression of *ZAT7* and *ZAT12* has been reported to increase tolerance to saline and oxidative stress (Rizhsky *et al.*, 2004; Davletova *et al.*, 2005*b*; Ciftci-Yilmaz *et al.*, 2007). The increased tolerance to salinity stress in the *idl6* and *idl7* loss-of-function lines are in line with these data.

In spite of its similarity to IDL7, IDL6-EPIP displayed a far weaker effect on transcriptional changes compared with IDL7-EPIP, indicating that IDL6 has lower biological activity than IDL7. Alternatively, IDL6 and IDL7 might have different roles in stress regulation, mediated through differences in expression patterns, receptor availability, and/or peptide modifications, or that the peptide is active at different growth stages from those investigated in this study. It is worth noting that IDL6-EPIP differs in four amino acids in comparison with IDL7-EPIP, where IDL7-EPIP contains one charged amino acid (arginine versus valine) more than IDL6-EPIP in front of the SGPS motif (Fig. 3A). It is also likely that many of the transcriptional targets of the two peptides are expressed at their basal, non-induced levels during normal growth conditions, explaining the few regulated genes for IDL6 and the moderate response for IDL7.

Several lines of evidence point toward a role for IDL7, and possibly IDL6, as a modulator of ROS signalling. The transcriptional response of *IDL7* to H_2_O_2_ treatment is rapid (Fig. 6B). The temporal difference in *IDL7* induction by H_2_O_2_ and flg22 could correspond to the time needed for flg22 to induce a ROS burst (Gómez-Gómez *et al.*, 1999; Fig. 7B). Application of exogenous IDL7-EPIP (and to a minor extent IDL6-EPIP) peptide blocked the rapid induction of *ZAT12* expression after wounding (Fig. 5), which has been shown to be mediated by ROS (Miller *et al.*, 2009). *idl7* and *idl6-2 idl7* double mutants displayed decreased sensitivity to ROS produced by X/XO (Fig. 7A). Importantly, the IDL7 peptides attenuated the flg22-induced ROS burst and partially rescued the enhanced ROS production in the *idl7* background (Fig. 7B, C). The fact that the synthetic IDL7 peptide fails to rescue the *idl7* ROS phenotype completely suggests that it is not identical to the mature IDL7 peptide with regard to length and/or post-translational modification. However, counterintuitively, both the shorter IDL7-PIP and the hydroxyprolinated IDL7-PIPo resulted in a similar response to the longer IDL7-EPIP peptide (Fig. 7B). At this point, we cannot draw any conclusions regarding the length of the biological peptide. It is possible that the bioactive IDL7 peptide is longer than IDA, but still contains modifications, or that the sensitivity of our assays is not high enough to detect the possible stronger effects of the more active peptide.

The receptor(s) for the IDL7 peptide are unknown; however, IDL7 perception is likely to involve LRR-RLKs that phosphorylate downstream targets. Binding of IDA to its receptors HAE or HAESA-LIKE2 (HSL2) activates a mitogen-activated protein (MAP) kinase cascade that results in the phosphorylation of transcription factors (Cho *et al.*, 2008; Patharkar and Walker, 2015). Furthermore, the effect of IDL6 on resistance to *P. syringae* and pectin degradation was found to be dependent on HAE and HSL2 (Wang *et al.*, 2017). A pathway possibly involving HAE/HSL2 could act downstream of IDL7 to down-regulate genes of the ‘universal stress response transcriptome’, through either activation of a transcriptional repressor, or inactivation of a transcriptional activator. However, this scenario does not explain the attenuating effect of the IDL7 peptides on ROS production when added together with flg22. Alternatively, downstream targets of IDL7 signalling could be involved in regulation of ROS levels. An attractive group of target candidates would be NADPH oxidases, especially RBOHD. In addition to calcium binding, RBOH activity is regulated by phosphorylation by several classes of protein kinases (Baxter *et al.*, 2014; Kimura *et al.*, 2017). IDL7 signalling could regulate RBOH phosphorylation status, either by inactivating one or more of these kinases, or by activating a phosphatase with specificity toward RBOHs. Instead of inhibiting ROS production, IDL7 signalling could potentially activate ROS scavenging enzymes.

What could be the role of IDL6/IDL7-regulated ROS attenuation? IDL7 (and possibly IDL6) may act in a negative feedback loop terminating the fast phase of the biphasic ROS burst. Mild salt treatment induces a biphasic RBOHD-dependent ROS burst similar to the one induced by flg22 (Xie *et al.*, 2011), and the *rbohd rbohf* double mutant displays increased salt sensitivity (Ma *et al.*, 2012; Ben Rejeb *et al.*, 2015). The strong negative effect of IDL6/IDL7 treatment on wound-induced *ZAT12* expression also suggests that these peptides might be involved in attenuation of the autopropagating ‘ROS wave’ leading to systemic acquired acclimation (Baxter *et al.*, 2014; Gilroy *et al.*, 2014). Such attenuation could be important for specificity of the signal, as well as avoiding runaway responses.

## Supplementary data

Supplementary data are available at *JXB* online.

Fig. S1. Overview of the constructs used for localization studies.

Fig. S2. Distribution of *GUS* mRNA directed by the *IDL6* and *IDL7* promoters in 10-day-old seedlings.

Fig. S3. Venn diagram of IDL6- and IDL7-responsive genes.

Fig. S4. Network analysis of genes down-regulated by IDL7-EPIP treatment.

Fig. S5. Verification of T-DNA insertion lines.

Fig. S6. Expression of IDL7-responsive genes in *idl6* and *idl7* mutant backgrounds.

Fig. S7. Growth arrest phenotype and susceptibility of *idl6* and *idl7* mutants to the phytopathogen *Pseudomonas syringae*.

Fig. S8. Growth arrest phenotype of *idl6* and *idl7* mutants to abiotic stress.

Fig. S9. Modulation of flg22-induced ROS burst by IDL7-EPIP and MOCK_IDL7_.

Table S1. List of PCR primers used in this study.

Dataset S1. Genes significantly regulated (*P*<0.05) 2 h after treatment with IDL7-EPIP.

Dataset S2. Genes significantly regulated (*P*<0.05) 2 h after treatment with IDL6-EPIP.

Dataset S3. Raw data from GO analysis of significantly down-regulated (*P*<0.05) genes by IDL7-EPIP treatments.

## Supplementary Material

Supplementary Figures S1-S9 and Table S1 Click here for additional data file.

Supplementary Datasets S1-S3 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

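The samples were whole rosettes of 2-week-old Col-0 seedlings, collected 2 h after treatment with 100 nM IDL6-EPIP, IDL7-EPIP or mock peptide. There were 8 dual-colour Agilent arrays, 4 for each peptide, each with peptide-treated and mock-treated RNA of 1 biological replicate. The conditions, replicate numbers and dyes were taken from the sample labels. All IDL6 arrays lay on one slide and all IDL7 arrays on the other, so slide and peptide cannot be told apart by design.

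The deposited scanner values are intensity values as the Feature Extraction software wrote them, per the file headers: the mean signal of each spot and the median of its local background in Cy3 and Cy5, without normalization, and a pair of processed signals from which background, spatial trend and dye bias had been removed. The same deposited tables hold a log10 ratio of the processed red over the processed green signal, not turned for the dye swap, which was used only to find the scale and direction of the authors' normalized values. The authors' series matrix holds log2 ratios of peptide over mock, normalized by the authors with a method the table does not state and already turned for the dye swap. On each array, 30.3% to 32.8% of its probes are blank, and 96.6% to 98.6% of these were not well above background in the scanner values. Its values correlated with the log2 ratios used here with r = 0.991 to 0.997 across probes of an array.

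Intensities were read and processed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Background was corrected with normexp (offset 50), control spots were removed, and the log2 ratios were normalized by loess within each array. Spots that Feature Extraction marked as outlying (9 to 59 per array) were given no weight and then left out. Of 43803 spots, repeated spots of a probe were averaged to 43603 probes, and 7364 genes with more than 1 probe were represented by the probe with the highest mean intensity over the 8 arrays. Of the 34176 genes, 29030 carry an AGI locus in the array annotation (28595 of these are in the reference table) and 5146 do not. Between arrays, no normalization was applied.

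Each peptide was tested with limma (lmFit and eBayes, moderated test, residual degrees of freedom 2) on its own 4 arrays, with a coefficient of 1 or -1 for the dye orientation and an intercept for the dye. The dye term was chosen because the order of the adjusted p-values in Datasets S1 and S2 follows a fit with such a term to the ratios listed there. Those ratios come from these same arrays, so this choice is not independent of the data. The p-values were adjusted by the Benjamini and Hochberg method over all genes, and a gene was called at an adjusted p under 0.05 and a log2 ratio over 0.5 or under -0.5, or at 0.1 where stated. The prior degrees of freedom were 3.43 for IDL7-EPIP and 3.10 for IDL6-EPIP. The difference between the peptides was tested on all 8 arrays with a dye term for each slide, and as an alternative with the replicate number as a block. To see whether the numbers pair the samples, the deviations of each gene's ratio from its peptide mean were correlated between the slides across genes. The correlations were 0.51, 0.79, 0.73 and 0.72 for replicates 1 to 4. Replicates of one number have the same dye orientation on both slides, and with the dye effect removed, as in the model, they were 0.44 for replicates 1 and 3 and 0.61 for replicates 2 and 4. Shares of genes are given with exact Clopper-Pearson intervals, and genes are not independent replicates. With 4 arrays, an exact test of a single gene cannot give a two-sided p under 0.125, so limma's moderated test over all genes was used.

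The genes named are those that the paper's text names for the arrays, SAUR26, SAUR29 and ERF105 from Table 2, and the extremes of each comparison. These extremes are the 3 called genes with the highest and the 3 with the lowest log2 ratio. They were taken among genes with the same sign on all arrays or, for the difference, on all replicate numbers. Gene families were taken by symbol from the array's gene names and the symbols and synonyms of the reference table. Synonyms were included after the member counts were seen and before any family's expression was examined. Sets were tested with limma's camera (preset correlation 0.01), with fry and with camera at an estimated correlation. The tests, comparisons, gene rule and the processing alternatives described in the closing section were set before the data were examined, except for the dye term, which was set before the deposited files were read but from the ratios in Datasets S1 and S2, and for the authors' normalized values with every probe tested and the replicate block without each replicate, which were added later. The setting with these normalized values was chosen after several combinations of them (complete probes, trend, no dye term, blanks filled, joint fit) had been compared with the paper's gene counts, none of which reached its count for IDL6-EPIP.

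The procedure was tested on simulated data with 200 changed genes. It called 194 of them for IDL7-EPIP (97%) with 16 of the unchanged genes, and 98 for IDL6-EPIP (49%) with 10 unchanged genes. For the difference it called 68 (34%), and 86 (43%) with the replicate block. None (0) was called with the wrong sign, and camera called 1 of 1 lowered set and 0 of 20 unchanged sets. The changes set for IDL6-EPIP and for the difference were smaller than those for IDL7-EPIP. Some of them lay below the log2 limit of 0.5, so the lower shares called are partly fixed by the simulation. Of the 100 genes with the largest changes, 99 were called for IDL7-EPIP and 91 for IDL6-EPIP. For the difference 67 of the 100 were called, and 82 with the block. GO terms and the network of Supplementary Fig. S4 were not analysed here. The IDL6 and IDL7 genes were left out, since no table used here pairs their names with a locus.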

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

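The tests of shared mock RNA in this part, and the counts without single replicates for the paired difference, were chosen only after the results were seen.

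In 4 of 70 groups of 4 arrays tested, 1 array lay far from the other 3 by Dixon's criterion, where 4 such groups are expected by chance. The log2 ratio of NIT2 was -4.657 in IDL7-EPIP replicate 3, against 0.18, 1.00 and 0.54 in the other replicates, and that of KTI1 was -3.461 in IDL6-EPIP replicate 3, against 2.60, 3.67 and 2.66. Both genes were also lowest in replicate 3 of the other peptide (-2.24 for NIT2 after IDL6-EPIP and -5.04 for KTI1 after IDL7-EPIP). KTI1 was well above background on 3 of 4 IDL7-EPIP arrays in either channel, and on 3 of 4 IDL6-EPIP arrays in the mock channel. The exact size of its ratios is therefore uncertain. For NIT2 and KTI1 alike, a cause common to both slides is possible. A high level in a mock RNA that served on both slides would lower both ratios. This is consistent with the correlation of the mock channels between slides (mean r = 0.46 across genes), although it was not tested for these genes alone, and chance and a difference between the plants of replicate 3 stay open. SZF1 had a log2 ratio of -0.235 in IDL6-EPIP replicate 4, against -1.08, -0.97 and -1.09 in the others, with the same sign on all 4 arrays. The number of saturated spots was 13 on the array of IDL6-EPIP replicate 4, where the median array had 1.5. No biological explanation was tested for these single arrays.

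With the replicate number as a block, limma called 273 genes as different between IDL7-EPIP and IDL6-EPIP, against 0 without the block (2213 at an unadjusted p under 0.05). The genes lower after IDL7-EPIP numbered 255. Their median log2 ratio was 0.47 after IDL6-EPIP and -0.38 after IDL7-EPIP, 146 of them had opposite signs, and 251 had a difference of the same direction in all 4 replicate numbers. The largest differences were those of NATA1 (-3.00, adjusted p = 0.00421), NIT2 (-2.70, adjusted p = 0.00421) and KTI1 (-2.69, adjusted p = 0.0193), and on the other side those of TA29937_3702 (0.98, adjusted p = 0.0109), TC309495 (0.93, adjusted p = 0.0405) and ATCG00730 (0.91, adjusted p = 0.0303). KTI1 was not well above background on every array, which limits its place in this order. Over the alternatives fitted for single genes, with and without the block but not with the block and a replicate left out, the adjusted p-values of these 6 genes ranged from 0.00421 to 1. The count was 1447 without replicate 1, 16 without replicate 2, 562 without replicate 3 and 7 without replicate 4. A difference between the slides as such is argued against by the mock channels, which differed between the slides by a median of 0.03 for the 255 genes, whereas the peptide channels differed by -0.81. Of the 8 ways to exchange the peptides within replicate numbers, 1, the real one, gave as many genes, and the highest of the others gave 31. With 8 ways, chance cannot be excluded whatever the counts. A difference between the peptides stays open, as does anything that acted on the peptide-treated plants of one slide only.

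Among genes with no locus name in the array annotation, which the paper does not discuss, 43 were called for IDL7-EPIP (24 lowered and 19 raised) and 7 for IDL6-EPIP (4 lowered and 3 raised). The probe of TA29937_3702, the highest of all genes called for IDL7-EPIP, lies on the reverse strand of chromosome 3 next to that of ASN1. Whether such probes read transcripts of genes that are counted under a locus as well was not tested, and no biological explanation was tested for this group.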

How the results depend on the processing

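Among the alternatives, those with the authors' normalized values and every probe tested, and with the replicate block without single replicates, were chosen only after the data were seen. Where a value changed, the cause was not tested unless stated.

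The count for IDL7-EPIP (873) was 436 to 1373 in every alternative of processing and model that called any gene at these limits with all 4 replicates, and all 612 genes called without background correction and all 436 without a dye term were among the 873. Of the 1373 called with median centring, 852 were. Without background correction, 73.9% were down-regulated, IDL6-EPIP gave 3 genes (282 at an adjusted p under 0.1), and 41.5% of the latter were shared. With the Feature Extraction processed signals, limma called 0 genes for IDL7-EPIP (6194 at an unadjusted p under 0.05), 0 for IDL6-EPIP (4732) at either limit, 0 WRKY genes, 0 ZAT and AZF genes and 0 genes of Table 2, and 1 gene for the difference. The prior degrees of freedom fell to 1.66 for IDL7-EPIP.

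With median centring there were 1373 genes for IDL7-EPIP (73.9% down-regulated, 17 WRKY genes), 756 for IDL6-EPIP (862 at 0.1, 55.9% shared) and 2 for the difference. Without a dye term there were 436 (76.1% down-regulated, 7 WRKY genes) and, for IDL6-EPIP, 0 at either limit (2607 at an unadjusted p under 0.05). A fit of all 8 arrays gave 315 genes for IDL6-EPIP and 55.6% shared. Leaving out dim probes gave 73% down-regulated and 52.3% shared. The mean of all probes gave 73.7%. Testing every probe gave 71.9% and 21 genes for IDL6-EPIP. An intensity trend with a robust prior gave 70%, 405 genes for IDL6-EPIP, 30 genes of Table 2 and 2 for the difference. The authors' normalized values gave 72.1% and 52.3% shared, and with every probe tested 71.4% and 84 genes for IDL6-EPIP. Aquantile normalization leaves log ratios unchanged, so it tests nothing here. Array weights changed no result by more than the spread between replicates or by more than 1.5 times.

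Without the limit on the log2 ratio there were 1422 genes for IDL7-EPIP. With a limit of 1 there were 170 for IDL7-EPIP and 57 for IDL6-EPIP. The difference gave 273 genes with the replicate block, and with the block 1447 without replicate 1, 16 without replicate 2, 562 without replicate 3 and 7 without replicate 4. Of 11 gene sets, camera called 7 for IDL7-EPIP and 6 for IDL6-EPIP. Both counts include the PIF4 targets of Table 2, which were selected on these same arrays and decide nothing, and the 7 stress cluster genes that the paper names beside its results. With fry it was 7 and 0, and with an estimated correlation 0 for IDL7-EPIP and 0 for IDL6-EPIP.

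Leaving out a replicate leaves 1 array in one dye orientation, which is assumed to vary like the others. The lowest and highest values over the 4 replicates were 0 and 1662 genes for IDL7-EPIP, 63.5% and 76.2% down-regulated, 0 and 783 genes for IDL6-EPIP, 0 and 1038 at an adjusted p under 0.1, 0% and 56.6% of these shared, 0 and 23 WRKY genes, 0 and 8 ZAT and AZF genes, 0 and 54 genes of Table 2, and 0 and 55 genes for the difference. For either peptide the 0 came without replicate 2 or without replicate 4, and the highest without replicate 1 for IDL7-EPIP (795 of the 873 among them) and without replicate 3 for IDL6-EPIP (172 of the 173). No percentage of down-regulated genes can be had where 0 genes were called, nor a shared percentage with the processed signals, without a dye term or without replicate 4.

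Of the genes named, 6 changed sign when a replicate was left out. KTI1 after IDL6-EPIP went from 1.37 to -0.148 without replicate 1 (highest 2.881). CHI after IDL7-EPIP went from 0.10 to -0.55 without replicate 1, where it was called (highest 0.75). Without replicate 3, NATA1 after IDL7-EPIP went from -0.50 to 0.101 (lowest -1.097) and NIT2 from -0.735 to 0.475 (lowest -1.944). TC309495 after IDL7-EPIP went from 0.15 to -0.036 without replicate 4 (highest 0.331), and the difference for XTH15 from 0.23 to -0.337 without replicate 2 (highest 0.791). No other gene named changed sign under the alternatives fitted for single genes, which leave out the block without single replicates. The 18 genes of the list taken from the paper kept their sign after IDL7-EPIP under all 17 alternatives. They passed the limits in 12 (WRKY18) to 14 of these, and failed in particular with the processed signals, without replicate 2 and without replicate 4.

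The signal limits the ratios of dim probes: about 30% of the probes of an array (69.75% at the median array were well above background) had a signal near background in both dyes, where the offset of 50 draws the log2 ratio towards 0.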

Differences from the paper's values

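The number of genes called for IDL6-EPIP was 173, against 42 given by the paper. Of the alternatives set before the data were examined, a log2 limit of 1 (57 genes) came within 1.5 times the paper's value. The others did not: no limit on the log2 ratio (176), no background correction (3), Feature Extraction processed signals (0), median centring (756), Aquantile (173), no dye term (0), 1 fit of 8 arrays (315), dim probes left out (168), mean of all probes (139), every probe tested (21), trend and robust prior (405), array weights (194), the authors' normalized values (226), and without replicate 1 (353), 2 (0), 3 (783) or 4 (0). The authors' normalized values with every probe tested, chosen after the values were seen, gave 84. Of the 41 genes of Dataset S2 on the array, 40 were called here, and 41 at an adjusted p under 0.1.

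For ERF105, Table 2 of the paper prints a log2 ratio of 1.856, and the value here was -1.97. The sign differed under every alternative. Dataset S1 of the paper gives -1.856, and the gene stands among the down-regulated genes of Table 2. Among the named genes, 21 values after IDL7-EPIP and 4 after IDL6-EPIP were compared with Datasets S1 and S2, and 0 differed by more than the spread between replicates (largest difference 0.232 and 0.087).

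The paper states that most of the genes regulated by IDL6-EPIP at the less strict limit were also regulated by IDL7-EPIP. Shared genes here were those called for IDL7-EPIP at an adjusted p under 0.05 in the same direction. The share was 47.3%, with an interval from 42.6% to 52.1% that includes 50%. Of the alternatives set before the data were examined, it was over 50% with median centring (55.9%), 1 fit of 8 arrays (55.6%), dim probes left out (52.3%), a trend and robust prior (50.7%), the authors' normalized values (52.3%) and without replicate 3 (56.6%). The authors' normalized values with every probe tested, chosen after the values were seen, gave 51.6%.

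Among the down-regulated genes tied to stress adaptation or defence, the paper includes genes that encode cytochrome P450 proteins, without a count. Of 10 genes described so in Dataset S1, the list itself gives 4 as lowered and 6 as raised, and here 4 were called as lowered and 5 as raised. The lowered genes do not contradict the paper's statement, but the 10 genes were not lowered as a whole.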

Other observations

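The tests of shared mock RNA between the slides, of array position, of plants grown together, of gene-specific dye bias, of lower mock levels in replicates 2 and 4, of the spread between replicates 1 and 3 of a smaller IDL6-EPIP effect throughout of the sign that genes chosen on 2 replicates of a peptide had on its other 2 and of the mock variation of raised genes were chosen only after the results were seen.

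The mock channels of the same replicate number varied together on the 2 slides. The difference between replicates of one dye in the mock channel correlated between slides with a mean r of 0.46 across genes, which are not independent replicates. The peptide channels of the same arrays correlated with 0.12, which argues against array position as the whole cause. The mock channel of one slide correlated with the peptide channel of the other with 0.06, which argues against plants of one number having been grown or harvested together as the whole cause. Among the brightest quartile of genes the mock correlation was 0.52, which argues against noise shared by dim probes. The values are in line with the same 4 mock RNAs having been used on both slides, a hypothesis found and tested on the same data.

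Ratios of both peptides against the same mock RNA share its variation, which could raise the number of genes with the same sign. Genes chosen on IDL7-EPIP replicates 1 and 2 had the same sign in IDL6-EPIP replicates 3 and 4, which share no RNA with them, in 84.9% of 873 cases, and in 78.7%, 92.3% and 68% in the other 3 divisions of the replicates, where chance gives about as many of either sign. Shared mock RNA alone is therefore argued against as the whole cause. A response common to both peptides stays open, as does anything else that all peptide-treated plants had in common.

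The log2 ratios of the genes called for IDL7-EPIP were smaller after IDL6-EPIP. Selection on the IDL7-EPIP arrays would predict equal sizes on replicates not used for the choice. Genes chosen on IDL7-EPIP replicates 1 and 2 had a ratio of the IDL6-EPIP to the IDL7-EPIP median of 0.45 on replicates 3 and 4 (0.65, 0.68 and 0.45 in the other divisions), which argues against selection on chance values as the whole cause. When 873 genes were chosen on IDL6-EPIP replicates 1 and 2 instead, this ratio was 1 on replicates 3 and 4, and 1.59 and 1.05 in 2 of the other divisions, which reuse the same arrays. In the remaining one the medians were 0.46 after IDL6-EPIP and 0.05 after IDL7-EPIP, where 52.9% of genes kept their sign, too close to 0 for a ratio. Over the 4 divisions, IDL7-EPIP had the larger log2 ratio in 54.6%, 39.5%, 34.8% and 52.9% of genes. A smaller IDL6-EPIP effect throughout would give larger medians after IDL7-EPIP for these genes too, which to 2 decimals was seen in none of the 4 divisions, and is therefore argued against as the whole cause. Genes that respond more to IDL6-EPIP stay open, as does anything else that acted on the IDL6-EPIP-treated plants alone.

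The 98 genes called as raised by IDL6-EPIP had larger ratios on the arrays with IDL6-EPIP in Cy3 (medians 1.38 in replicates 2 and 4, against 0.62 and 0.41 in replicates 1 and 3). Between Cy5 and Cy3, their peptide channels differed by a median log2 difference of -0.42 on the IDL6 slide and 0.01 on the IDL7 slide. The mock channels of replicates 2 and 4, which are in Cy5, lay below those of 1 and 3, which are in Cy3, by a median of -0.50 on the IDL6 slide and -0.39 on the IDL7 slide. A gene-specific dye bias and lower mock levels in replicates 2 and 4 cannot be told apart, because dye and replicate pair are confounded in the mock channels. A dye bias alone leaves the 0.01 of the IDL7 peptide channels unexplained, and lower mock levels alone leave the -0.42 of the IDL6 peptide channels unexplained. No biological explanation was tested.

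Without replicate 2 or without replicate 4, 0 genes were called for IDL7-EPIP by limma (3866 and 4827 at an unadjusted p under 0.05), and 1662 and 1347 without replicate 1 or 3. The IDL7-EPIP ratios of replicates 1 and 3 differed with a width 1.17 times that of replicates 2 and 4 (median absolute deviation 0.24 and 0.20). When replicate 2 or 4 is left out, the spread is estimated from the wider pair, and the prior degrees of freedom were 2.93, against 6.81 without replicate 1 or 3. A larger spread between replicates 1 and 3 is therefore a candidate explanation.

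The genes lowered by IDL7-EPIP also varied between mock replicates. Their median difference between mock channels was 0.23, against 0.20 for random lists of the same brightness (0.22 at most), and 0 of 10000 such lists reached it. This was not particular to the lowered genes. The difference was 0.29 for the genes raised by IDL7-EPIP (random lists 0.24 at most) and 0.36 for those raised by IDL6-EPIP (0.29 at most), with 0 of 10000 lists as high for either. Genes that vary between mock-treated replicates may therefore be over-represented among called genes of either direction, which leaves open why the lowered ones are stress genes. The median log2 ratio of these genes was negative on all 8 arrays (-0.93 to -0.61 after IDL7-EPIP and -0.69 to -0.18 after IDL6-EPIP).

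Whether chance can be excluded for the counts of called genes was tested by turning the direction of single arrays. For IDL7-EPIP, for IDL6-EPIP and for IDL6-EPIP at an adjusted p under 0.1, 1 of 7 ways, the real one, gave as many genes, and the highest other count was 0. With 7 ways chance cannot be excluded whatever the counts, so this test was unable to decide. Values that vary by chance for each gene separately are argued against by replicates not used for the choice of genes. Genes chosen on 2 IDL7-EPIP replicates kept their sign on the other 2 in 92.3%, 91.5%, 86.4% and 88.4% of 873 cases, and genes chosen on 2 IDL6-EPIP replicates in 89.1%, 82.1%, 86.1% and 76.5%. Variation common to many genes that fell the same way on all 4 arrays by chance stays open. For the difference between the peptides without the block, the real count was 0 by limma (2213 at an unadjusted p under 0.05). Every division of the 8 arrays gives at least 0 genes, so that 33 of 33 reach the real count was fixed beforehand and says nothing about chance. The highest count among the divisions that do not separate the peptides was 243.

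Other values belong to no claim of the paper. After IDL6-EPIP, the 30 genes with an HSP symbol had a median log2 ratio of 0.20, with 0 called by limma and a camera adjusted p of 4.49e-06 that fry (0.311) and the estimated correlation (0.374) did not share. Of 34176 genes, 64 had opposite signs on all 4 arrays of each peptide, where 0.781% of genes would by chance if all arrays were independent.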
